# Glycocalyx dysregulation impairs blood–brain barrier in ageing and disease

**DOI:** 10.1038/s41586-025-08589-9

**Published:** 2025-02-26

**Authors:** Sophia M. Shi, Ryan J. Suh, D. Judy Shon, Francisco J. Garcia, Josephine K. Buff, Micaiah Atkins, Lulin Li, Nannan Lu, Bryan Sun, Jian Luo, Ning-Sum To, Tom H. Cheung, M. Windy McNerney, Myriam Heiman, Carolyn R. Bertozzi, Tony Wyss-Coray

**Keywords:** Blood-brain barrier, Glycobiology, Neurodegenerative diseases

## Abstract

The blood–brain barrier (BBB) is highly specialized to protect the brain from harmful circulating factors in the blood and maintain brain homeostasis^1,2^. The brain endothelial glycocalyx layer, a carbohydrate-rich meshwork composed primarily of proteoglycans, glycoproteins and glycolipids that coats the BBB lumen, is a key structural component of the BBB^3,4^. This layer forms the first interface between the blood and brain vasculature, yet little is known about its composition and roles in supporting BBB function in homeostatic and diseased states. Here we find that the brain endothelial glycocalyx is highly dysregulated during ageing and neurodegenerative disease. We identify significant perturbation in an underexplored class of densely O-glycosylated proteins known as mucin-domain glycoproteins. We demonstrate that ageing- and disease-associated aberrations in brain endothelial mucin-domain glycoproteins lead to dysregulated BBB function and, in severe cases, brain haemorrhaging in mice. Finally, we demonstrate that we can improve BBB function and reduce neuroinflammation and cognitive deficits in aged mice by restoring core 1 mucin-type O-glycans to the brain endothelium using adeno-associated viruses. Cumulatively, our findings provide a detailed compositional and structural mapping of the ageing brain endothelial glycocalyx layer and reveal important consequences of ageing- and disease-associated glycocalyx dysregulation on BBB integrity and brain health.

## Abstract (web summary)

Disruption of mucin-domain glycoprotein expression and function in the endothelial glycocalyx are associated with ageing and Alzheimer’s disease, leading to dysregulated blood–brain barrier function.

## Main

The BBB forms a tightly regulated vascular interface between the blood and brain that is essential for supporting proper brain function. The highly restrictive nature of the BBB is enabled by the unique properties of brain endothelial cells, including specialized tight junctions, exceptionally low rates of fluid-phase transcytosis, and selective influx and efflux transporters^1,2^. The contribution of the brain endothelial glycocalyx layer to BBB function is increasingly being recognized^3,4^. The glycocalyx layer is a complex meshwork of glycans and glycoconjugate species (proteoglycans, glycoproteins and glycolipids) that coats the luminal surface of the BBB and, more broadly, mediates many cell surface processes including cell signalling, adhesion, transport and morphology^3,5,6^ (Fig. 1a). Despite forming the first barrier to entry through the BBB for any blood-derived factors, little is known about the composition and functional roles of the brain endothelial glycocalyx layer. Furthermore, BBB dysfunction, often characterized by increased vascular leakiness to neurotoxic and inflammatory circulating factors, is a key pathological hallmark in ageing and neurodegenerative diseases^2,7–9^. However, there is a lack of studies investigating the role of the glycocalyx in this process. Here we structurally and compositionally profile ageing- and disease-associated changes in the brain endothelial glycocalyx to determine how glycocalyx dysregulation in these states may contribute to BBB dysfunction.

**Fig. 1:**
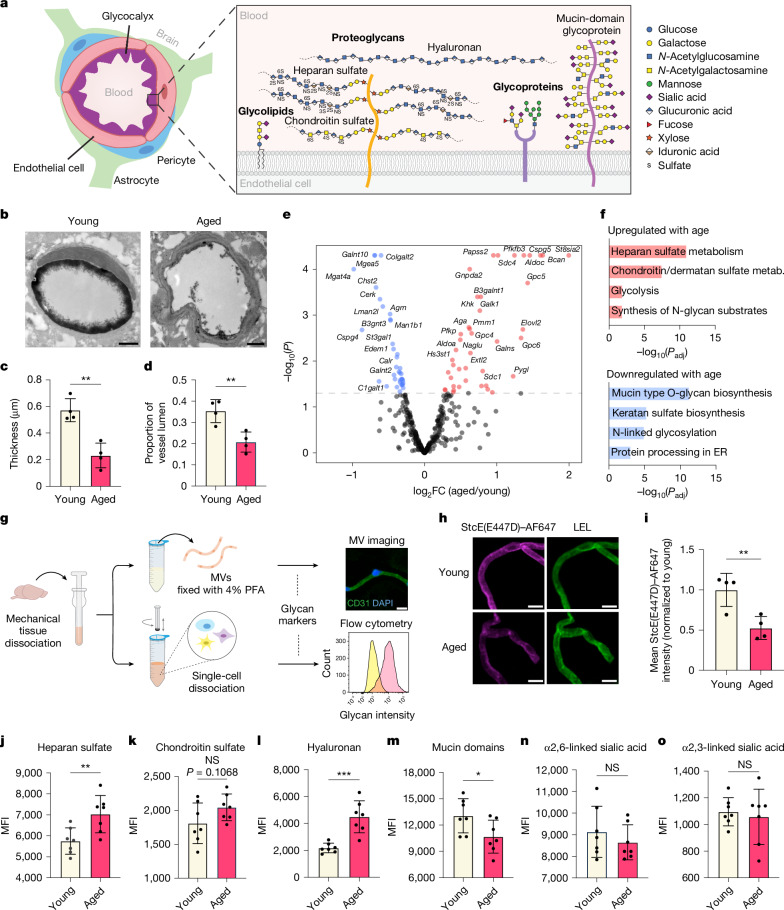
The brain endothelial glycocalyx is highly dysregulated during ageing. **a**, Diagram of the BBB and brain endothelial glycocalyx layer. Approximations used for the relative sizing of glycocalyx components are described in the Supplementary Notes. **b**, TEM of cortical capillaries with lanthanum nitrate staining from young (3-month-old) and aged (21-month-old) mice. Scale bars, 1 µm. **c**, Quantification of luminal endothelial glycocalyx thickness of young (3-month-old) and aged (21-month-old) mice (*n* = 4 mice per group; two-sided *t*-test; mean ± s.e.m.). **d**, Quantification of luminal endothelial glycocalyx area of young (3-month-old) and aged (21-month-old) mice (*n* = 4 mice per group; two-sided *t*-test; mean ± s.e.m.). **e**, Volcano plot of differentially expressed glycosylation-related genes in brain endothelial cells from young (3-month-old) and aged (19-month-old) mice (genes upregulated with age in red and genes downregulated with age in blue). Original bulk RNA-seq data are from Yousef, et al.^12^. **f**, Top glycosylation-related pathways that are upregulated and downregulated with age in brain endothelial cells. ER, endoplasmic reticulum; metab., metabolism. **g**, Experimental scheme for glycan and glycoconjugate profiling of brain endothelial cells via microvessel (MV) imaging and flow cytometry. PFA, paraformaldehyde. **h**, Mucin-domain glycoprotein expression and *Lycopersicon esculentum* (tomato) lectin (LEL; endothelial marker) labelling in acutely isolated microvessels. Scale bars, 10 µm. AF647, Alexa Fluor 647. **i**, Quantification of **h** (*n* = 4 mice per group; two-sided *t*-test; mean ± s.e.m.). **j**–**o**, Median fluorescence intensity (MFI) of heparan sulfate (**j**; via 10E4 antibody), chondroitin sulfate (**k**; via CS-56 antibody), hyaluronan (**l**; via HABP), mucin-domain glycoproteins (**m**; via StcE(E447D)–AF647), α2,6-linked sialic acids (**n**; via SNA) and α2,3-linked sialic acids (**o**; via MAAII) on mechanically isolated brain endothelial cells from young (3-month-old) and aged (21-month-old) mice (*n* = 7 mice per group; two-sided *t*-test; mean ± s.e.m.). NS, not significant.

## Glycocalyx dysregulation during ageing

For initial characterization of ageing-associated bulk structural changes in the brain endothelial glycocalyx layer, we used transmission electron microscopy (TEM) with lanthanum nitrate staining to visualize brain endothelial glycocalyx layers in young (3-month-old) and aged (21-month-old) mice. Whereas traditional electron microscopy of the BBB does not enable visualization of the glycocalyx layer, incorporation of cationic metal stains, such as lanthanum nitrate or ruthenium red, into samples reveals a substantial layer of glycans on the vascular lumen^4,10,11^ (Fig. 1b). We observed a significant reduction in luminal glycocalyx layers in cortical capillaries of aged mice compared with those of young mice (Fig. 1b–d and Extended Data Fig. 1a–d). Quantitative analyses showed decreases in both average glycocalyx thickness (0.540 ± 0.086 μm versus 0.232 ± 0.092 μm) and average glycocalyx area (0.367 ± 0.054 versus 0.207 ± 0.047 as a proportion of lumen area) with ageing (Fig. 1c,d).

To identify classes of glycoconjugates (Fig. 1a) that might contribute to these ageing-associated aberrations in the glycocalyx, we analysed a previous bulk RNA-sequencing (RNA-seq) dataset from our laboratory of brain endothelial cells collected from young (3-month-old) and aged (19-month-old) mice^12^. We identified significant dysregulation of many glycosylation-related genes with ageing (Fig. 1e). Pathway analysis revealed notable upregulation of genes involved in heparan sulfate metabolism (*Sdc4*, *Hs3st1*, *Extl2* and *Gpc5*) and downregulation of genes involved in mucin-type O-glycan biosynthesis (*Galnt10*, *B3gnt3*, *Galnt2* and *C1galt1*) in aged brain endothelial cells compared with young brain endothelial cells (Fig. 1e,f).

To determine whether these transcriptional changes were reflected at the level of cell surface glycosylation, we directly profiled brain endothelial cell glycosylation via imaging and flow cytometry-based assays using a panel of antibodies and binding proteins that are selective for several major classes of glycans, glycoconjugates and specific monosaccharides (Fig. 1g). The extensive extracellular matrix of the brain precluded reliable endothelial-specific quantification of many glycan and glycoconjugate species in intact brain slices using traditional immersion staining methods. Consequently, we optimized methods to dissociate brain tissue into microvessels or single cells and consistently found that mechanical dissociation methods better preserved brain endothelial glycocalyx staining compared with commonly used enzymatic dissociation methods^12–14^ (Fig. 1g and Extended Data Fig. 2a). Fluorescence imaging of acutely isolated microvessels from young and aged mice revealed significantly increased expression of hyaluronan (via hyaluronan binding protein (HABP)), heparan sulfate (via 10E4 antibody) and chondroitin sulfate (via CS-56 antibody), significantly decreased expression of mucin-domain glycoproteins (via StcE(E447D)), and no significant change in α2,6- or α2,3-linked sialic acids (via *Sambucus nigra* agglutinin (SNA) and *Maackia amurensis* agglutinin II (MAAII), respectively) or terminal *N*-acetylgalactosamine (via *Vicia villosa* agglutinin (VVA)) with ageing (Fig. 1h,i and Extended Data Fig. 2b–i). Flow cytometry analysis of acutely isolated brain endothelial cells demonstrated congruent results, which were also largely consistent with the dysregulated glycosylation pathways identified in our RNA-seq analysis (Fig. 1j–o and Extended Data Fig. 2j).

Together, these data demonstrate that brain endothelial cell surface glycosylation undergoes substantial structural and compositional alteration during ageing, which may in part be dictated by transcriptional changes. Of note, hyaluronan and heparan sulfate have previously been reported to be increased on the vasculature in ageing and neurodegenerative disease states and are commonly associated with negative consequences on BBB function and Alzheimer’s disease pathology^15–19^. However, to our knowledge, downregulation of mucin-type O-glycosylation has not previously been linked to ageing-associated BBB impairment, so we pursued this finding further.

## Downregulated mucin-type O-glycosylation

Mucin-type O-glycosylation is a post-translational modification consisting of glycans initiated by an α-*N*-acetylgalactosamine (α-GalNAc) attached to proteins via serine and threonine residues. Regions of dense mucin-type O-glycosylation create mucin domains that adopt extended bottlebrush-like structures with distinct biophysical and biochemical properties. Although these domains are classically studied in the canonical mucin (MUC) family of proteins, which are highly expressed by mucosal epithelial cells, there are many mucin domain-containing glycoproteins beyond the MUC family that have widespread tissue expression and mediate diverse cell surface processes, including modulation of membrane morphology, signalling and cell–cell interactions^6,20–22^. Although this class of glycoproteins has not collectively been studied on the brain vasculature, many mucin-domain glycoproteins are abundantly expressed in brain endothelial cells including PODXL, CD34 and DAG1 (Supplementary Table. 1 and Supplementary Fig. 1). To evaluate the contribution of mucin-domain glycoproteins to the brain endothelial glycocalyx layer, we utilized a set of recombinant mucin-selective proteins derived from a broadly cleaving bacterial mucinase known as secreted protease of C1 esterase inhibitor (StcE)^22–24^ (Extended Data Fig. 3a). StcE has a distinct peptide- and glycan-based cleavage motif that is specific to mucin domains^23^. Leveraging this specificity, Alexa Fluor 647 (AF647)-conjugated catalytically inactivated StcE (StcE(E447D)–AF647) was previously developed as a mucin-selective staining reagent^22^ and was used in this study to label luminal mucin-domain glycoproteins, unconfounded by abluminal glycoproteins, via intracardial perfusion (Extended Data Fig. 3a–e). This technique revealed strong luminal mucin-domain glycoprotein staining in young mice and weaker, more heterogeneous staining in aged mice (Fig. 2a,b). Notably, this age-dependent decrease in luminal StcE(E447D)–AF647 signal appears to be particular to the brain; we observed little to no difference in luminal mucin-domain glycoprotein coverage in the heart or liver with ageing (Extended Data Fig. 3f–i). Despite some overlapping substrate specificity between StcE(E447D) and SNA, perfusion of Cy3-conjugated SNA (SNA–Cy3) showed no significant differences in luminal cerebrovascular labelling between young and aged mice (Extended Data Fig. 2k,l). Furthermore, intravenous injection of 0.25 mg kg^−1^ of enzymatically active StcE in young mice caused significant degradation of the brain endothelial glycocalyx layer after 24 h, as visualized using TEM with lanthanum nitrate staining (Fig. 2c–e and Extended Data Fig. 1e,f). These data demonstrate that mucin-domain glycoproteins are crucial structural constituents of the brain endothelial glycocalyx layer and suggest that their dysregulation may contribute to structural impairment of the glycocalyx layer observed with ageing (Fig. 1b).

**Fig. 2:**
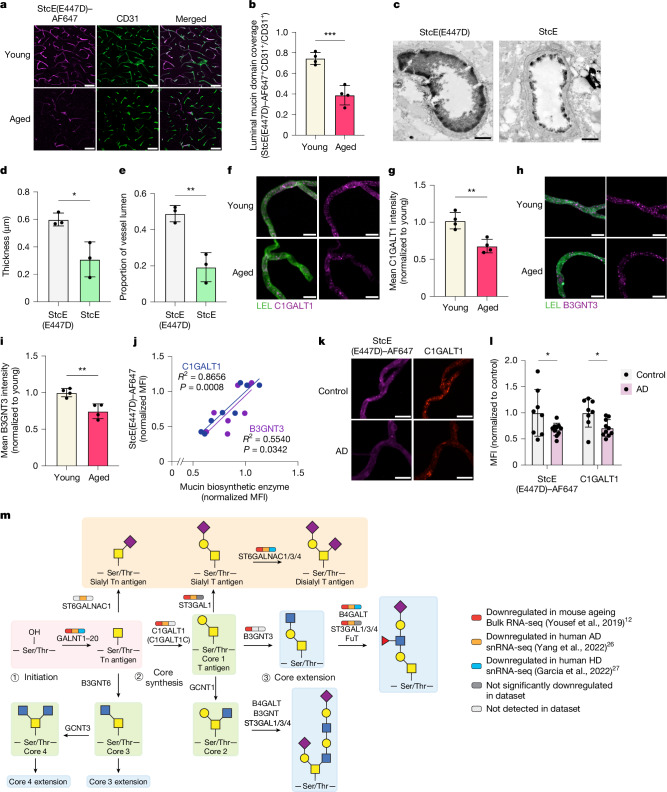
Mucin-type O-glycosylation is downregulated in brain endothelial cells during ageing and neurodegenerative disease. **a**, Luminal mucin-domain glycoprotein expression based on StcE(E447D)–AF647 labelling in CD31^+^ cortical vasculature. Scale bars, 20 µm. **b**, Quantification of **a** (*n* = 4 mice per group; two-sided *t*-test; mean ± s.e.m.). **c**, TEM of cortical capillaries with lanthanum nitrate staining from mice treated with StcE(E447D) or StcE for 24 h. Scale bars, 1 µm. **d**, Quantification of luminal endothelial glycocalyx thickness of mice treated with StcE(E447D) or StcE (*n* = 3 mice per group; two-sided *t*-test; mean ± s.e.m.). **e**, Quantification of luminal endothelial glycocalyx areas of mice treated with StcE(E447D) or StcE (*n* = 3 mice per group; two-sided *t*-test; mean ± s.e.m.). **f**, C1GALT1 expression in acutely isolated microvessels labelled with LEL. Scale bars, 10 µm. **g**, Quantification of **f** (*n* = 4 mice per group, two-sided *t*-test; mean ± s.e.m.). **h**, B3GNT3 expression in acutely isolated microvessels labelled with LEL. Scale bars, 10 µm. **i**, Quantification of **h** (*n* = 4 mice per group, two-sided *t*-test; mean ± s.e.m.). **j**, Linear correlation between StcE(E447D) and C1GALT1 (blue) or B3GNT3 (purple) expression in acutely isolated microvessels. **k**, C1GALT1 and mucin-domain glycoprotein expression in acutely isolated microvessels from Alzheimer’s disease (AD) and age-matched control brains. Scale bars, 10 µm. **l**, Quantification of **m** (*n* = 8 control and 10 Alzheimer’s disease samples, two-sided *t*-test; mean ± s.e.m.). **m**, Mucin-type O-glycan biosynthetic pathway. Broad transcriptional downregulation of brain endothelial core 1 mucin-type O-glycan biosynthetic enzymes is observed in mouse ageing, Alzheimer’s disease and Huntington’s disease (HD) RNA-seq datasets^12,26,27^.

The age-dependent loss of mucin-domain labelling via StcE(E447D)–AF647 could be owing to either a decrease in mucin-type O-glycosylation, as suggested by our bulk RNA-seq data (Fig. 1e,f), or a decrease in the mucin-domain glycoprotein scaffolds themselves. To test the latter, we compared the luminally enriched cerebrovascular proteome of young and aged mice by perfusing mice with membrane-impermeable sulfo-NHS-biotin to chemically modify luminal proteins with a biotin tag, which were subsequently enriched for mass spectrometry-based proteomic analysis (Extended Data Fig. 4a–c and Supplementary Fig. 2a–c). We identified 1,080 unique proteins, and Gene Ontology (GO) term analysis verified robust enrichment of proteins localized to the cell membrane and periphery and involved in cell surface processes including cell junction organization, adhesion and transport (Extended Data Fig. 4d–f and Supplementary Data 1). In addition, we observed upregulation of several brain endothelial cell membrane proteins that were previously known to be upregulated with ageing, including ALPL and CAV1^25^. However, NID1 was the only significantly downregulated known mucin-domain glycoprotein detected in our dataset, but the loss of luminal StcE(E447D)–AF647 signal in aged mice did not correlate with a loss of NID1 signal (Extended Data Fig. 4f–i). Although we are constrained by the availability of mucin-domain glycoprotein annotations and the limitations of liquid chromatography–tandem mass spectrometry (LC–MS/MS) detection, we did not find an obvious loss of mucin-domain glycoprotein scaffolds with age on the vascular lumen. By contrast, we observed significantly decreased levels of the mucin-type O-glycan biosynthetic enzymes C1GALT1 and B3GNT3 in acutely isolated cerebral microvessels from aged mice compared with those from young mice (Fig. 2f–i), consistent with our transcriptomic data. Levels of C1GALT1 and B3GNT3 also strongly correlated with StcE(E447D)–AF647 intensity in microvessels (Fig. 2j), further suggesting that downregulation of mucin-type O-glycan biosynthetic enzymes may contribute to the loss of mucin-domain glycoprotein staining observed with ageing.

Considering that many of the same molecular changes associated with BBB dysfunction occur across different CNS disease states^7^, we sought to determine whether similar pathways of brain endothelial glycocalyx dysregulation seen in our ageing dataset could be observed in different neurodegenerative diseases. We conducted differential glycosylation-related gene analysis on previously published single-nucleus RNA-seq (snRNA-seq) datasets of Alzheimer’s disease^26^ and Huntington’s disease^27^ and found brain endothelial mucin-type O-glycan biosynthesis to be a shared downregulated pathway enriched in both disease datasets (Extended Data Fig. 5a–d). Whereas very few upregulated glycosylation-related genes overlapped between any two of the datasets (ageing, Alzheimer’s disease or Huntington’s disease), approximately one-third of all significantly downregulated glycosylation-related genes in any one dataset was shared by another dataset (Extended Data Fig. 5e,f). Out of the 19 shared downregulated genes, 8 of them were mucin-type O-glycan biosynthetic enzymes (Fig. 2m and Extended Data Fig. 5f). We subsequently confirmed decreased C1GALT1 and mucin-domain glycoprotein levels via staining in acutely isolated microvessels from brains of patients with Alzheimer’s disease compared with age-matched controls (Fig. 2k,l). These data suggest that downregulation of mucin-type O-glycosylation may contribute to a conserved glycosylation signature of BBB dysfunction seen across multiple neurodegenerative states.

## Vascular impairment

To test the effects of downregulated mucin-type O-glycan biosynthesis on BBB function, we used a brain endothelial cell-specific adeno-associated virus (AAV) targeting approach to knock down *C1galt1* expression in mouse brain endothelial cells in vivo (Fig. 3a). C1GALT1 catalyses the addition of galactose to the core GalNAc-Ser/Thr residue to generate the core 1 O-glycan, a prominent mucin core structure on the endothelium^28,29^ (Fig. 2m). *C1galt1* was also selected for knockdown to better understand the effects of its downregulation in brain endothelial cells observed in both ageing and Alzheimer’s disease (Fig. 2a,b,k,l). Using the AAV9-derived capsid PHP.V1^30^ and an abbreviated *CLDN5* promoter (sCLDN5), we generated AAV-PHP.V1-sCLDN5::EGFP-miR-E-C1galt1 (hereafter referred to as AAV-miR-C1galt1) for brain endothelial cell-specific knockdown of *C1galt1*. We confirmed that AAV-miR-C1galt1 transfection of bEnd.3 cells decreased mucin-domain labelling via StcE(E447D)–AF647 compared with our control, AAV-PHP.V1-sCLDN5::EGFP (hereafter referred to as AAV-EGFP), and two less effective *C1galt1*-targeting miR-E constructs, AAV-miR-C1galt1-NE1 and AAV-miR-C1galt1-NE2 (Extended Data Fig. 6a and Supplementary Table 2). Eight weeks following intravenous injections of 3-month-old mice with AAV-miR-C1galt1 and AAV-EGFP, we detected robust EGFP expression in CD31^+^ brain endothelial cells (Fig. 3f). Furthermore, AAV-miR-C1galt1 effectively reduced brain endothelial C1GALT1 levels and StcE(E447D)–AF647 labelling compared with AAV-EGFP, notably to similar degrees as observed in aged mice compared with young mice (Figs. 1h,i, 2f,g and 3b–d). Using the small molecule tracer sulfo-NHS-biotin (0.5 kDa) to evaluate BBB permeability, we observed that mice transduced with AAV-miR-C1galt1 developed leaky BBBs with numerous hotspots of sulfo-NHS-biotin leakage outside of cortical blood vessels (Fig. 3e–g and Extended Data Fig. 6b). By contrast, the tracer remained confined in the BBB lumens of mice transduced with AAV-EGFP, suggesting that their BBBs remained intact and functional. Leakage of albumin and IgG were also observed in the cortices of mice treated with AAV-miR-C1galt1, often colocalizing with areas of sulfo-NHS-biotin leakage (Extended Data Fig. 6c–h). These results suggest that the brain endothelial downregulation of core 1 mucin-type O-glycan biosynthetic enzymes observed in ageing and neurodegenerative diseases may contribute to impaired BBB function in these states.

**Fig. 3:**
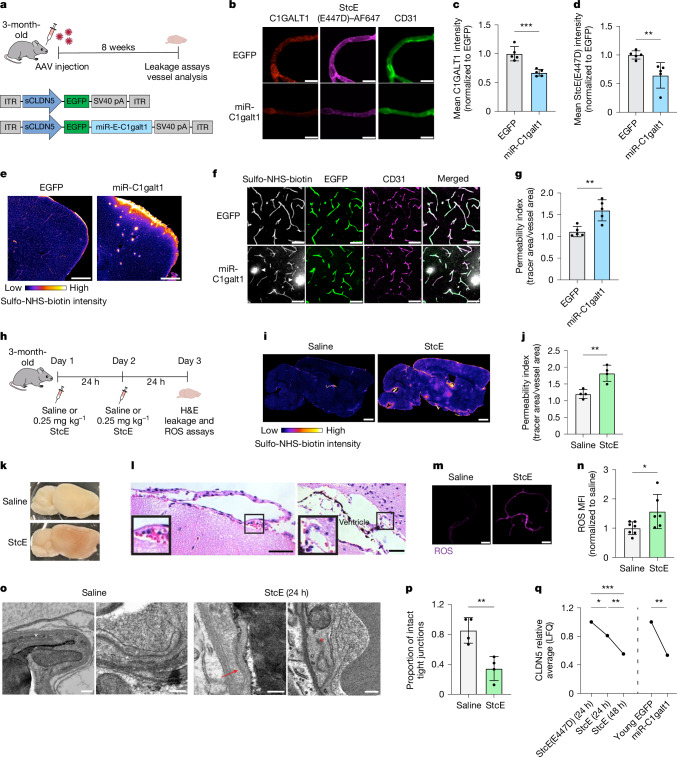
Reduced brain endothelial mucin-type O-glycosylation increases BBB leakiness and brain bleeding. **a**, Overview of AAV-mediated *C1galt1* knockdown paradigm. ITR, inverted terminal repeat. **b**, C1GALT1 expression and mucin-domain glycoprotein labelling in acutely isolated microvessels. Scale bars, 10 µm. **c**, Quantification of C1GALT1 expression in **b** (*n* = 5 mice per group, two-sided *t*-test; mean ± s.e.m.). **d**, Quantification of mucin-domain glycoprotein labelling in **b** (*n* = 5, two-sided *t*-test; mean ± s.e.m.). **e**, Sulfo-NHS-biotin leakage in the cortices of young mice transduced with AAV-EGFP and AAV-miR-C1galt1. Scale bars, 500 µm. **f**, Sulfo-NHS-biotin leakage (indicated by white arrowheads) from EGFP^+^ cortical vessels of AAV-miR-C1galt1-transduced mice. Scale bars, 50 µm. **g**, Quantification of vessel permeability in **f** (*n* = 5 mice per group; two-sided *t*-test; mean ± s.e.m.). **h**, Overview of luminal mucin-domain glycoprotein degradation paradigm using 48 h StcE treatment. H&E, haematoxylin and eosin. **i**, Whole-brain images of sulfo-NHS-biotin leakage in mice treated with StcE for 48 h. Leakage is indicated by light-coloured hotspots and higher overall signal throughout the brain. Scale bars, 1 mm. **j**, Quantification of cortical vessel permeability in **i** (*n* = 4 mice per group; two-sided *t*-test; mean ± s.e.m.). **k**, Brains from mice treated with StcE for 48 h exhibit haemorrhaging. **l**, H&E images of cerebral bleeds in the meninges and ventricles of mice treated with StcE for 48 h. Scale bars, 50 µm. **m**, ROS signal in acutely isolated microvessels from mice treated with StcE for 48 h. Scale bars, 25 µm. **n**, Quantification of ROS signal in **m** (*n* = 6–7 mice per group, two-sided *t*-test; mean ± s.e.m.). **o**, TEM of brain endothelial tight junctions showing intact tight junctions (white asterisk) and abnormal tight junctions (detached, red asterisk; discontinuity, red arrow) in mice treated for 24 h with saline or StcE. Scale bar, 200 nm. **p**, Quantification of intact tight junctions in mice treated for 24 h with saline or StcE (*n* = 4 mice per group; two-sided *t*-test; mean ± s.e.m.). **q**, Label-free quantification (LFQ) of CLDN5 in microvessels via mass spectrometry (*n* = 4–5 mice per group; two-sided *t*-test; mean ± s.e.m.).

To additionally test the effects of targeted disruption of luminal mucin-type O-glycosylation, we used intravenous injections of StcE to cleave luminal mucin-domain glycoproteins in vivo. We found that 24 h of StcE treatment in young mice led to significantly decreased StcE(E447D)–AF647 labelling and increased BBB permeability (Extended Data Fig. 7a–e). Furthermore, sustained two-day StcE treatment led to even greater widespread BBB dysfunction and unexpected cerebral haemorrhaging with noticeable red blood cell leakage in the meninges and ventricles (Fig. 3h–l and Extended Data Fig. 7f–h). Notably, we did not observe a cytokine storm in blood or haemorrhaging in peripheral tissues surveyed at this dose, indicating a lack of major systemic inflammatory response or global vascular disruption with StcE treatment (Extended Data Fig. 7i,j). A previous study found that *C1galt1*^−/−^ mice developed defective vascular networks and died in utero owing to CNS haemorrhaging^28^, further suggesting that the brain vasculature may be exceptionally sensitive to perturbations in mucin-type O-glycans.

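bEnd.3 is an immortalised mouse brain endothelial cell line, and StcE is a bacterial protease (mucinase) that cuts proteins carrying dense mucin-type O-glycans. RNA came from 10 samples, 5 given saline (replicates 1, 2, 3, 4 and 5) and 5 given 5 nM StcE (replicates 1, 2, 3, 5 and 6), each collected at 16 h. Poly-adenylated RNA was made into strand-specific libraries, and the authors aligned the trimmed read pairs to GRCm38. They deposited FPKM (fragments per kilobase of gene, scaled to the depth of the sample) per sample for 27024 rows with a gene name, and 26779 of these names were found in the GENCODE vM21 annotation of GRCm38. The paper's text names neither the program that counted fragments nor the annotation release.

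The depth was recovered from the values. After multiplication by the GENCODE vM21 exon length, 96.3% of the values above 0 of the 26724 genes matched by name came out as whole fragments. Over the 25869 genes that were whole in every sample, saline samples held 21922453 to 29017122 fragments (median 23811632) and StcE samples 21864482 to 33147178 (median 26255150). The groups did not differ in this total beyond the spread between samples (exact two-sided permutation test, p = 0.278). On a gene of 1 kilobase, 3 fragments corresponded to an FPKM of 0.0857 to 0.131, depending on the sample. Each sample's FPKM scale stood in a fixed proportion to its median-of-ratios size factor, with deviations of at most 0.0441%, whereas its proportion to the total of fragments deviated by up to 1.58%. The deposited FPKM therefore already carried a normalisation between samples.

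Replicates of a group differed by more than sampling noise, with a chi-square per degree of freedom of 3.21 to 9.17 between pairs of StcE samples and 3.84 to 7.19 between pairs of saline samples. Values were compared as log2(FPKM + 1) over the 11062 genes with a mean FPKM of at least 1, using limma with Benjamini-Hochberg adjustment. Fold changes on this scale understate the change of genes with low FPKM. The first principal component held 27.9% of the variance and separated the StcE samples from the saline samples.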

To better understand the molecular changes in brain endothelial cells induced by mucin degradation, we performed bulk RNA-seq on bEnd.3 cells after 16 h of StcE treatment (Extended Data Fig. 8a,b). Differential gene expression analysis revealed significant downregulation of genes involved in vascular development and integrity (*Fli1*, *Tie1* and *Hes1*), TGFβ signalling (*Tgfbr2*, *Acvrl1* and *Tgfb2*), and oxidative stress regulation (*Gpx1*, *SelH* and *Txnrd1*) (Extended Data Fig. 8c–g). 

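All 9 genes are protein-coding genes on GRCm38 and had a lower mean FPKM after StcE. Among the genes of vascular development, *Fli1* (chromosome 9, 32422204 to 32542861) fell from 42.5 ± 1.60 FPKM (SD, n = 5) with saline to 36.5 ± 0.550 (SD, n = 5) with StcE, a log2 fold change of -0.21 (standard error 0.0270, limma adjusted p = 5.3e-04). *Tie1* (chromosome 4, 118471191 to 118490061) went from 134.8 ± 5.15 to 119.0 ± 2.99 FPKM, a log2 fold change of -0.18 (standard error 0.0294, limma adjusted p = 0.00295), and its saline replicate 5 lay apart from the other saline samples at 125.9 FPKM, still above every StcE sample. *Hes1* (chromosome 16, 30064384 to 30067796) went from 16.0 ± 0.970 to 12.6 ± 0.451 FPKM, a log2 fold change of -0.32 (standard error 0.0399, limma adjusted p = 4.6e-04).

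Among the TGFβ signalling genes, *Tgfbr2* (chromosome 9, 116084293 to 116175360) had 36.4 ± 2.62 FPKM with saline and 31.2 ± 1.79 with StcE, a log2 fold change of -0.22 (standard error 0.0513, limma adjusted p = 0.0194), and 2.13% of its transcript has near-identical copies in other genes. The FPKM of *Acvrl1* (chromosome 15, 101128522 to 101145336) was 81.3 ± 3.51 with saline and 65.9 ± 2.40 with StcE, a log2 fold change of -0.30 (standard error 0.0337, limma adjusted p = 2.6e-04), and 2.98% of its exon length overlaps a gene on the opposite strand. *Tgfb2* (chromosome 1, 186622792 to 186705989) was the least expressed of the 9, with 5.81 ± 0.550 and 3.90 ± 0.262 FPKM. Its log2 fold change was -0.47 (standard error 0.0569, limma adjusted p = 3.9e-04), against -0.58 for the log2 ratio of the mean FPKM without a pseudocount, 489 to 988 of its fragments were recovered per sample, and 2.14% of its exon length overlaps a gene on the opposite strand.

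The genes of oxidative stress regulation included the largest changes. *Gpx1* (chromosome 9, 108338903 to 108340343) fell from 332.9 ± 7.95 to 167.4 ± 3.34 FPKM, a log2 fold change of -0.99 (standard error 0.0232, limma adjusted p = 1.8e-10). *SelH*, listed as *Selenoh* (chromosome 2, 84669215 to 84670770), fell from 70.0 ± 4.05 to 29.5 ± 0.752 FPKM, a log2 fold change of -1.22 (standard error 0.0368, limma adjusted p = 1.1e-09). The change of *Txnrd1* (chromosome 10, 82833951 to 82897712) was smaller, from 74.9 ± 0.445 to 67.4 ± 1.92 FPKM, a log2 fold change of -0.15 (standard error 0.0222, limma adjusted p = 0.00160).

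For 8 of the 9 genes every StcE sample lay below every saline sample (exact two-sided permutation test, p = 0.00794, the smallest p that 5 samples against 5 allow). The exception was *Tgfbr2*, whose groups overlapped (exact permutation p = 0.0159). All 9 were past the threshold both over all genes tested and when adjusted over the list alone, a list the study chose on these samples, so that the second count is not independent evidence. Each kept a log2 fold change below 0 in all 23 alternative fits. *Tgfbr2* was no longer past the threshold without a filter on low FPKM (limma adjusted p = 0.0651, against 0.00770 to 0.0496 across the 10 fits that each left out 1 sample). *Tie1* (limma adjusted p = 0.0733), *Tgfbr2* (0.124) and *Txnrd1* (0.0583) also lost it with the replicate number as a block. That fit used 8 samples, and the replicate numbers did not pair them. The paper's statement on genes of vascular development and integrity, TGFβ signalling and oxidative stress regulation rests on its differential gene expression analysis (Extended Data Fig. 8c–g), and its text names these 9 genes from it.

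**Figure D1:**
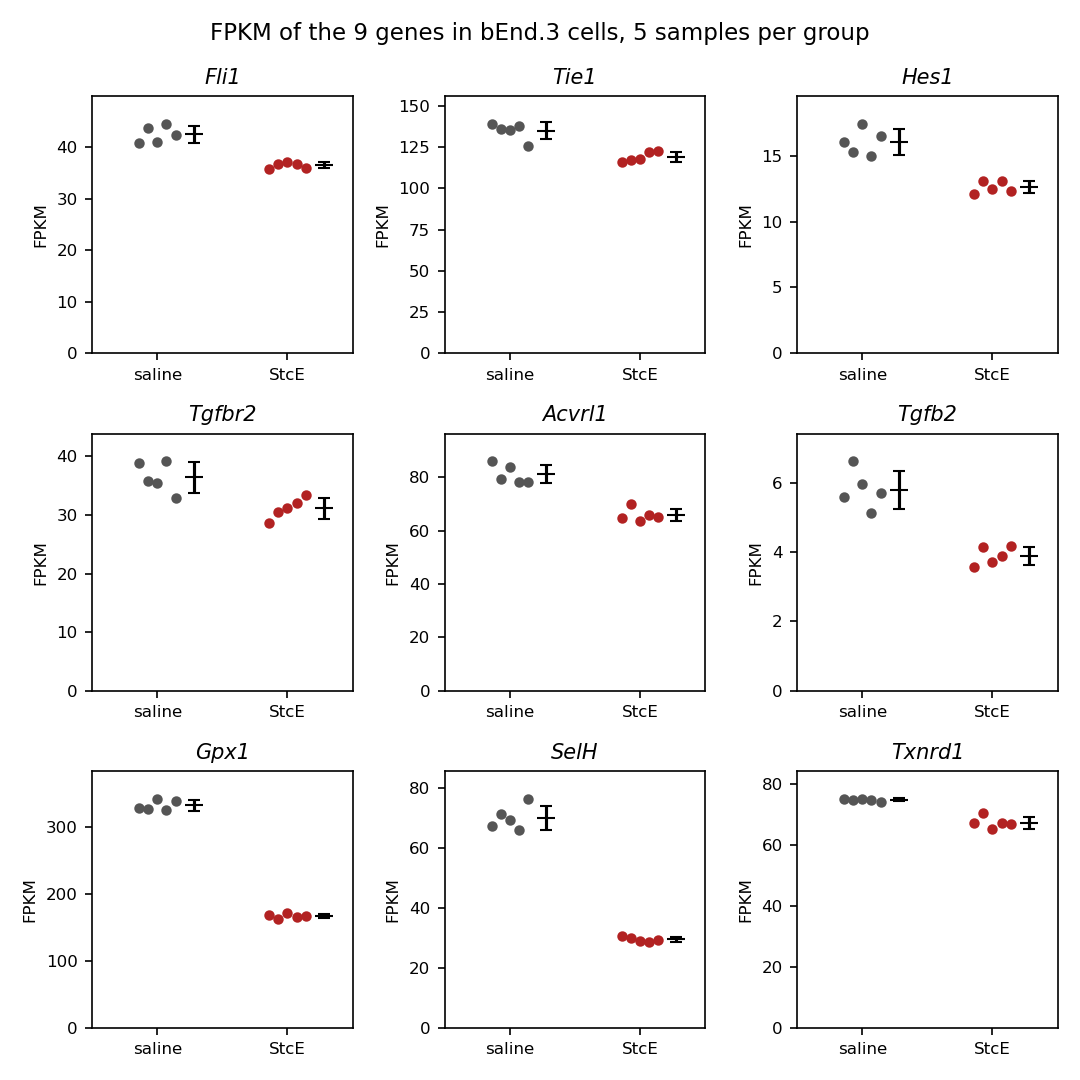
FPKM (vertical axes, starting at 0) of the 9 genes in bEnd.3 cells given saline (grey points) or StcE (red points), with 1 point per sample and the mean ± SD (n = 5) beside each group. The StcE points lie below the saline points in each panel except that of *Tgfbr2*, where the groups overlap.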

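With the 11062 tested genes ordered by log2 fold change from the lowest, *SelH* was at rank 2, *Gpx1* at rank 4 and *Txnrd1* at rank 699. Ordered by limma's moderated statistic from the lowest, *Gpx1* was at rank 1, *SelH* at rank 2 and *Txnrd1* at rank 70. With a pseudocount of 0.1 in place of 1, the ranks by log2 fold change became 5 for *SelH* and 11 for *Gpx1*. *Selenow* (chromosome 7, 15917208 to 15922402), which encodes another selenoprotein, was at rank 3 in both orders, with 229.0 ± 7.30 FPKM (SD, n = 5) with saline and 106.1 ± 6.39 (SD, n = 5) with StcE. Its log2 fold change was -1.10 (standard error 0.0400, limma adjusted p = 7.6e-09).

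The gene at rank 1 by log2 fold change, *Sumo2*, was looked up after its value was seen. It varied widely between samples, with 29.0 ± 14.7 FPKM (SD, n = 5) with saline and 10.2 ± 4.94 (SD, n = 5) with StcE, and was not past the threshold (log2 fold change -1.28, limma adjusted p = 0.109). Among the genes past the threshold whose groups did not overlap, the largest decreases on the log2(FPKM + 1) scale after *SelH*, *Selenow* and *Gpx1* were those of *Abca1* (log2 fold change -0.77, limma adjusted p = 0.00124) and *Cyp1b1* (log2 fold change -0.53, limma adjusted p = 4.6e-04). With a pseudocount of 0.1, *Abca1* (log2 fold change -1.02) fell further than *Gpx1* (-0.99).

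**Figure D2:**
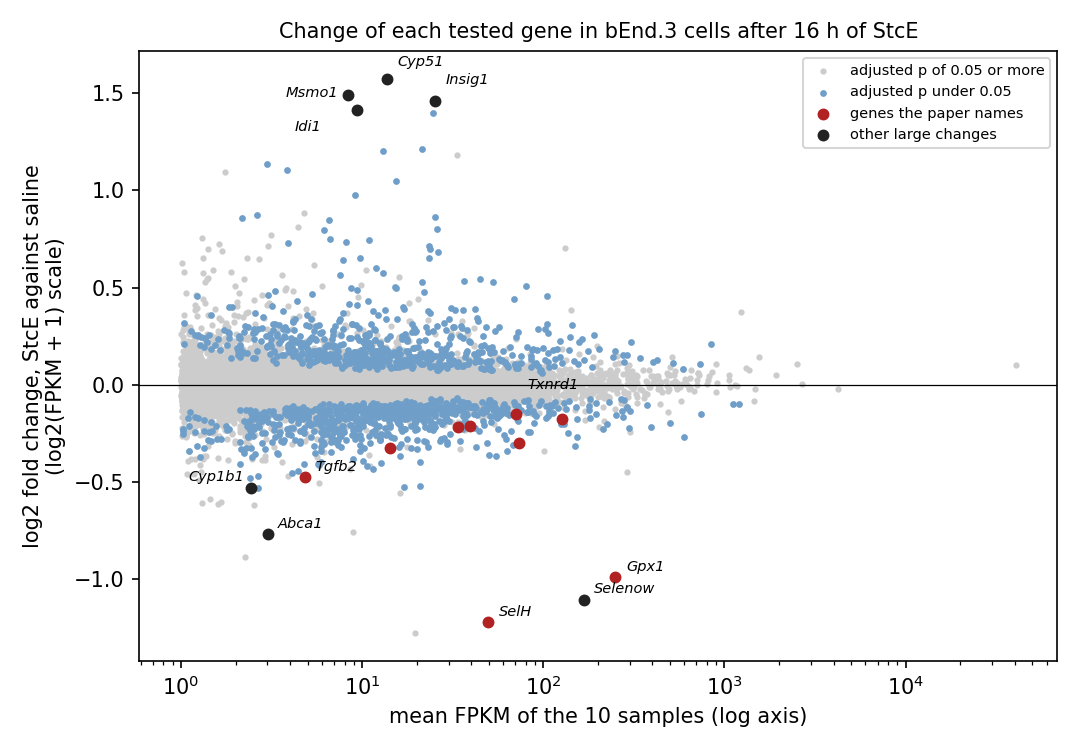
Log2 fold change between StcE and saline (vertical axis, log2(FPKM + 1) scale) against the mean FPKM of the 10 samples (horizontal log axis) for the 11062 tested genes, in blue where the limma adjusted p is under 0.05 and in grey otherwise. Red points are the 9 genes the paper names and black points other genes with large changes, with *SelH* at -1.22 the lowest of the red and black points and *Cyp51* at 1.57 the highest.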

Given that the most downregulated genes included scavengers of reactive oxygen species (ROS), we conducted cellular ROS assays and found increased ROS production in StcE-treated bEnd.3 cells and in brain microvessels acutely isolated from StcE-treated mice (Fig. 3m,n and Extended Data Fig. 8h–k). Increased oxidative stress can damage macromolecules and has been linked to BBB breakdown in ageing and CNS diseases^7,9,31^. Ultrastructural analysis of the BBB revealed a higher frequency of abnormal, discontinuous tight junctions in StcE-treated mice compared with saline-treated controls (Fig. 3o,p). Congruently, mass spectrometry analysis identified a decrease in tight junction proteins, including CLDN5, following StcE treatment at 24 h, with an even greater reduction at 48 h, and similarly following *C1galt1* knockdown (Fig. 3q and Extended Data Fig. 9a–d). These findings highlight the critical role of mucin-domain glycoproteins in preserving brain endothelial homeostasis and BBB integrity.

## Glycocalyx restoration improves brain homeostasis

We next tested whether we could reverse the detrimental effects of downregulated brain endothelial mucin-type O-glycosylation in aged mice by overexpressing two age-downregulated mucin-type O-glycan biosynthetic enzymes, C1GALT1 and B3GNT3, in brain endothelial cells (Figs. 2f–i and 4a). Transfection of bEnd.3 cells with AAV-PHP.V1-sCLDN5::EGFP-C1GALT1 and AAV-PHP.V1-sCLDN5::EGFP-B3GNT3 (hereafter referred to as AAV-C1GALT1 and AAV-B3GNT3, respectively) plasmids increased mucin-domain labelling via StcE(E447D)–AF647 compared with transfection with AAV-EGFP (Extended Data Fig. 6i). After 8 weeks post-AAV injection of 17-month-old mice, we verified robust EGFP expression in CD31^+^ brain endothelial cells with all constructs and increased brain endothelial cell levels of C1GALT1 and B3GNT3 with transduction of AAV-C1GALT1 and AAV-B3GNT3, respectively, compared with AAV-EGFP (Fig. 4b–e,h). We also observed increased StcE(E447D)–AF647 cerebrovascular labelling in mice transduced with AAV-C1GALT1 and AAV-B3GNT3 compared with AAV-EGFP (Fig. 4f). Upon evaluation of BBB integrity in these mice, we found that aged mice transduced with AAV-EGFP exhibited heterogeneous sulfo-NHS-biotin leakiness broadly across brain regions, confirming expected signs of BBB dysfunction in aged mice (Fig. 4g and Extended Data Fig. 6j,k). However, aged mice transduced with AAV-C1GALT1 and AAV-B3GNT3 exhibited significantly reduced sulfo-NHS-biotin leakage from blood vessels broadly across the brain, comparable to levels observed in young mice (Fig. 4g–i). These data demonstrate that increasing core 1 mucin-type O-glycosylation on the brain endothelium can effectively improve BBB function in aged mice (Fig. 4j).

**Fig. 4:**
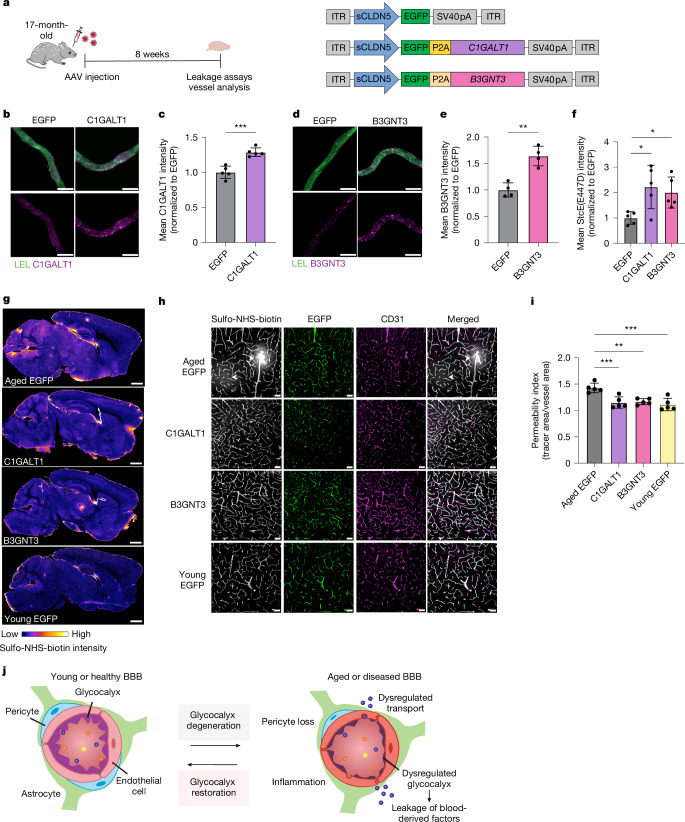
Restoration of mucin-type O-glycosylation improves BBB function in aged mice. **a**, Overview of C1GALT1 and B3GNT3 overexpression paradigm and relevant AAV constructs. **b**, C1GALT1 expression in acutely isolated microvessels labelled with LEL. Scale bars, 10 µm. **c**, Quantification of **b** (*n* = 5 mice per group; two-sided *t*-test; mean ± s.e.m.). **d**, B3GNT3 expression in acutely isolated microvessels labelled with LEL. Scale bar = 10 µm. **e**, Quantification of **d** (*n* = 5 mice per group; one-way ANOVA with Dunnett’s post hoc test; mean ± s.e.m.). **f**, Quantification of mucin-domain glycoprotein labelling in acutely isolated microvessels (*n* = 5 mice per group; two-sided *t*-test; mean ± s.e.m.). **g**, Sulfo-NHS-biotin leakage in whole-brain sections of AAV-transduced mice. **h**, Sulfo-NHS-biotin leakage (indicated by arrowheads) from EGFP^+^ cortical vessels of AAV-transduced mice. Scale bars, 50 µm. **i**, Quantification of **h** (*n* = 5 mice per group; one-way ANOVA with Dunnett’s post hoc test; mean ± s.e.m.). **j**, Schematic of BBB dysfunction during ageing and neurodegenerative disease, highlighting new findings from this paper. The brain endothelial glycocalyx layer degenerates with ageing, thereby contributing to dysregulated BBB function. Restoring the glycocalyx may be an effective therapeutic approach for recovering BBB function in ageing-associated disease conditions.

As leakage of blood-derived molecules into the brain has previously been shown to promote a more inflammatory and neurotoxic brain environment^7,32^, we tested whether increasing core 1 mucin-type O-glycosylation and, consequently, reducing BBB leakiness, could promote homeostatic changes in brain state and function. To assess changes in cognitive function, we subjected the three AAV-treated aged mice groups to memory and learning tasks using the Y maze and fear conditioning tests 12 weeks post-AAV injection (Fig. 5a). Remarkably, aged mice treated with AAV-B3GNT3 exhibited significantly increased spontaneous alternations in the Y maze and increased contextual freezing, indicative of improvements in spatial working memory and hippocampal-dependent learning and memory, respectively (Fig. 5b,c). Aged mice treated with AAV-C1GALT1 did not exhibit significant improvements in either behavioural test, and no significant difference was observed in cued freezing among the three aged groups.

**Fig. 5:**
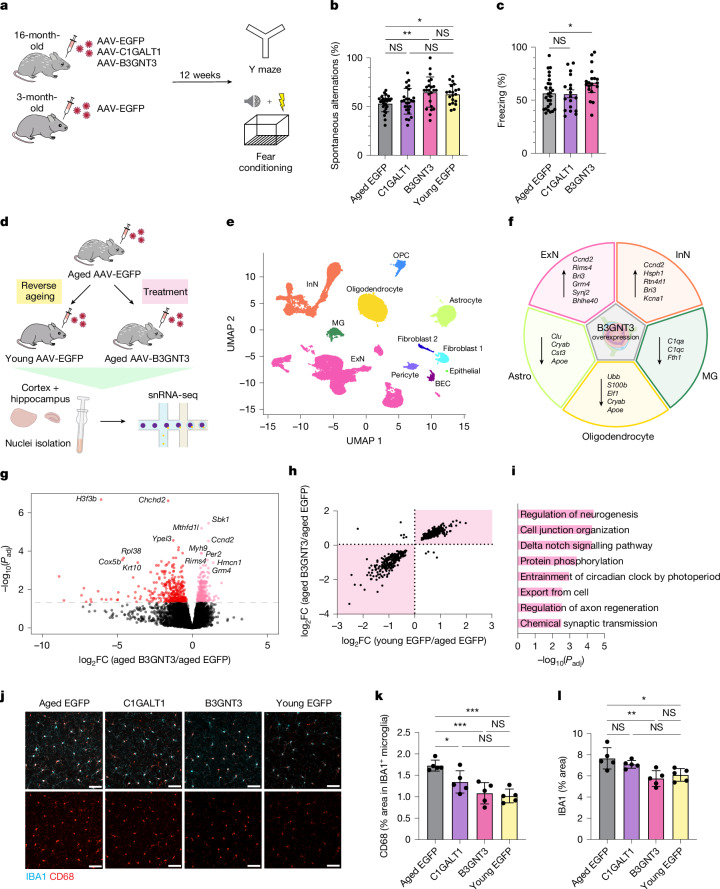
Restoration of mucin-type O-glycosylation increases neuronal homeostasis, reduces glial inflammation and improves memory and learning in aged mice. **a**, Experimental scheme used for behavioural testing of mice. **b**, Spatial working memory assessment using the Y maze (*n* = 26 (aged EGFP), 19 (C1GALT1), 23 (B3GNT3) and 20 (young EGFP); one-way ANOVA with Tukey’s post hoc test; mean ± s.e.m.). **c**, Hippocampal-dependent learning and memory assessment by contextual fear conditioning (*n* = 26 (EGFP), 18 (C1GALT1) and 19 (B3GNT3); one-way ANOVA with Dunnett’s post hoc test; mean ± s.e.m.). **d**, Outline of snRNA-seq profiling of pooled cortical and hippocampal tissue of young AAV-EGFP, aged AAV-EGFP and aged AAV-B3GNT3-treated groups. **e**, Uniform manifold approximation and projection (UMAP) of 69,250 nuclei from pooled cortical and hippocampal tissue of young AAV-EGFP, aged AAV-EGFP and aged AAV-B3GNT3-treated groups (*n* = 3 mice per group), coloured by cell type. BEC, brain endothelial cell; ExN, excitatory neuron; InN, inhibitory neuron; MG, microglia; OPC, oligodendrocyte precursor cell. **f**, Overview of key DEGs in each major cell type induced by AAV-B3GNT3 treatment in aged mice compared with AAV-EGFP. Astro, astrocyte. **g**, Volcano plot of ExN DEGs induced by AAV-B3GNT3 treatment in aged mice (upregulated genes in pink and downregulated genes in red). *P*_adj_, adjusted *P* value. **h**, Comparison of ExN DEG fold changes with B3GNT3 overexpression (*y* axis) and reverse ageing (*x* axis). Areas in which AAV-B3GNT3 treatment causes changes in the reverse direction of ageing are highlighted. **i**, Top upregulated pathways in ExN based on DEGs shared between AAV-B3GNT3 treatment and reverse ageing (top right quadrant in **h**). **j**, IBA1 and CD68 expression in the cortices of AAV-transduced mice. Scale bars, 50 µm. **k**, Quantification of CD68^+^ signal in IBA1^+^ microglia in **j** (*n* = 5 mice per group; one-way ANOVA with Tukey’s post hoc test; mean ± s.e.m.). **l**, Quantification of cortical IBA1^+^ area in **j** (*n* = 5 mice per group; one-way ANOVA with Tukey’s post hoc test; mean ± s.e.m.).

To characterize the cellular and molecular changes in the aged brain induced by brain endothelial B3GNT3 overexpression, we performed snRNA-seq on pooled cortical and hippocampal tissues isolated from aged AAV-EGFP, aged AAV-B3GNT3 and young AAV-EGFP treatment groups (Fig. 5d). This yielded 69,250 single-nucleus transcriptomes with representation from all major brain cell types (Fig. 5e and Extended Data Fig. 10a,b). Although no significant changes in cell-type proportions were observed among the three groups (Extended Data Fig. 10c), pseudobulk analysis revealed gene expression changes across all major cell types, with the largest number of differentially expressed genes (DEGs) observed in excitatory neurons and oligodendrocytes (Extended Data Fig. 10d). Further interrogation of these two cell populations revealed that many DEGs induced by AAV-B3GNT3 occurred in the opposite direction to those observed with ageing, suggesting that overexpression of brain endothelial B3GNT3 promotes cellular changes towards a more youthful brain state (Fig. 5g–i and Extended Data Fig. 10e–i). Indeed, aged mice treated with AAV-B3GNT3 exhibited increased expression of genes related to neuronal homeostasis (*Rims4*, *Wnt5a* and *Foxo3*) and neurogenesis (*Smad1*, *Syngap1* and *Ccnd2*) in neuronal populations and reduced expression of activation- and disease-associated genes in glial cell populations including astrocytes (*Clu*, *Cryab* and *Apoe*) and microglia (*C1qa* and *C1qc*) (Fig. 5f–i and Extended Data Fig. 10e–i). Additional immunofluorescence characterization of neuroinflammatory markers revealed a significant reduction in the microglial activation marker CD68 in aged mice treated with AAV-B3GNT3 and, to a lesser extent, AAV-C1GALT1 (Fig. 5j–l). These results demonstrate that brain endothelial B3GNT3 overexpression promotes the restoration of homeostatic brain processes that correlate with improved cognitive outcomes in aged mice.

## Discussion

In summary, we identify brain endothelial glycocalyx dysregulation as a molecular mechanism that contributes to BBB dysfunction in ageing and neurodegenerative diseases. We observe a conserved decline in brain endothelial mucin-type O-glycosylation in these conditions and demonstrate that reduction of this modification leads to increased BBB permeability and susceptibility to cerebral bleeding. AAV-mediated overexpression of brain endothelial mucin-type O-glycan biosynthetic enzymes restored BBB integrity, reduced markers of neuroinflammation and improved cognitive function in aged mice. These results demonstrate that restoring the brain endothelial glycocalyx may be an effective therapeutic route to combat BBB breakdown in age-related CNS diseases.

Although glycosaminoglycans have been widely studied as major constituents of the glycocalyx^5^, our work highlights important contributions of mucin-domain glycoproteins to the brain endothelial glycocalyx layer and BBB function. There remains much to be learned about the specific mechanisms by which mucin-domain glycoproteins affect BBB function. The glycocalyx forms a physical and charge barrier on the vascular lumen, and removal of any major component, including glycosaminoglycans, as shown in previous studies, or mucin-domain glycoproteins, as shown in this work, seems to destabilize the glycocalyx layer and increase vascular permeability^3,33^. In addition to contributing to the structural integrity of the glycocalyx layer, mucin-domain glycoproteins have diverse biological roles, including in signalling, cell–cell interactions and regulation of membrane morphology^6,20–22^. Their removal from brain endothelial cells broadly compromises BBB integrity, including by modulating tight junctions, increasing oxidative stress and disrupting other crucial vascular homeostatic pathways. Further studies will be essential to identify the key mucin-domain glycoproteins involved in BBB regulation and the specific molecular pathways through which they act.

Although our study shows that AAV-mediated overexpression of C1GALT1 and B3GNT3 reduces BBB permeability and improves brain health, the precise mechanisms that underlie these beneficial effects remain unclear. By limiting the nonspecific uptake of blood-derived molecules, these treatments may help protect the brain from harmful circulatory factors, such as albumin, IgG and fibrinogen, which have been shown to trigger neuroinflammatory changes in the brain^7,32^. However, it is important to note that C1GALT1 and B3GNT3 are likely to influence a wide range of proteins and glycan structures. Understanding the molecular pathways affected by these glycosyltransferases will be crucial for our understanding of brain ageing and rejuvenation.

Finally, although this work focuses on the contributions of mucin-domain glycoproteins to BBB function, we found that many additional brain endothelial glycosylation pathways were dysregulated in ageing and neurodegenerative diseases (Fig. 1e,f and Extended Data Fig. 5a–f). Future work investigating the roles of the diverse glycans and glycoconjugates that constitute the brain endothelial glycocalyx layer will be fundamental to our understanding of brain function and neurodegeneration.

## Methods

### Animals

Aged C57BL/6 mice (16–21 months old) were obtained from the National Institute on Aging rodent colony. Young C57BL/6 mice (3 months old) were obtained from Jackson Laboratories. All experiments used male mice. All mice were kept on a 12 h–12 h light–dark cycle and provided ad libitum access to food and water. All animal care and procedures complied with the Animal Welfare Act and were in accordance with institutional guidelines and approved by the Veterans Affairs Palo Alto Committee on Animal Research and the institutional administrative panel of laboratory animal care at Stanford University.

### Human tissue

Post mortem fresh-frozen brain tissues were obtained from Stanford/VA Aging Clinical Research Center with approval from the Stanford Institutional Review Board and patient consent. Autopsies were performed no more than 12 h after death, and all samples used in this study were stored at −80 °C until the time of processing. Group characteristics are summarized in Supplementary Data 2. Individuals in the Alzheimer’s disease group were both clinically diagnosed and pathologically determined to exhibit Alzheimer’s disease brain hallmarks including β-amyloid and tau pathophysiology.

### Transmission electron microscopy

Transmission electron micrographs of the brain endothelial glycocalyx layer were obtained as described^4^ with some modifications. In brief, young (3-month-old) and aged (21-month-old) mice were perfused with ice-cold fixation buffer composed of 2% glutaraldehyde (EMS), 2% sucrose, 0.1 M sodium cacodylate buffer (EMS), and 2% lanthanum nitrate (EMS) through the left ventricle using a peristaltic pump at 2 ml min^−1^. The brain was removed and sliced coronally using a matrix into 1-mm-thick sections. Cortical punches (1 mm^3^) were cut and immersed in perfusion solution for 2 h before storage overnight in perfusion solution without glutaraldehyde at 0 °C. The following day, the samples were washed in a 0.03 M NaOH 2% sucrose solution and subjected to an ascending ethanol gradient and embedded in epoxy resin (EMS). 90 nm sections were cut using a Leica UC6 ultramicrotome (Leica Microsystems) and collected onto formvar-coated 50-mesh copper grids. The grids were post-stained with 2% uranyl acetate followed by Reynold’s lead citrate for 5 min each. Sections were imaged using a Tecnai 12 120 kV TEM (FEI), and data were recorded using either an UltraScan 1000 with Digital Micrograph 3 software (Gatan) or a Rio16 CMOS camera with GWS software (Gatan). Between 6 and 12 cortical capillaries per animal were captured by a blinded observer. Quantitative analysis of endothelial glycocalyx thickness and area were performed using ImageJ software (Extended Data Fig. 1a). For StcE treatment experiments, 3-month-old mice were retro-orbitally injected with 0.25 mg kg^−1^ StcE or inactivated StcE(E447D) 24 h before perfusion.

For BBB ultrastructural analysis, mice were injected retro-orbitally with 0.3 ml of 0.5 mg g^−1^ of HRP type II in PBS (Sigma, P8250). After 30 min, brains were dissected and fixed in 0.1 M sodium cacodylate buffer (EMS) with 5% glutaraldehyde (EMS) and 4% PFA (EMS) for 1 h at room temperature and then for 16 h in 4% PFA/0.1 M cacodylate at 4 °C. Tissues were washed overnight with 0.1 M sodium cacodylate at 4 °C and then sliced coronally using a matrix into 1-mm-thick sections. Cortical punches (0.5–1 mm^3^) were cut and incubated in 0.5 mg ml^−1^ of 3,3′-diaminobenzidine with 0.01% hydrogen peroxide in TBS for 45 min at room temperature. Tissues were washed with TBS overnight, post-fixed in 2% osmium tetroxide and 2.5% potassium ferrocyanide in 0.1 M sodium cacodylate, and en bloc stained with 1% uranyl acetate and Walton’s lead aspartate stain. Samples were then dehydrated in an ascending ethanol gradient and embedded in epoxy resin (EMS). Eighty-nanometre sections were cut using a Leica UC7 ultramicrotome (Leica Microsystems) and collected on formvar-coated 100-mesh copper grids. The grids were post-stained with 3.5% uranyl acetate followed by Sato’s lead citrate. Sections were imaged using a Tecnai 12 120 kV TEM (FEI), and data were recorded using a Rio16 CMOS camera with GWS software (Gatan). The assessment of tight junctions in the images was performed in a blinded manner.

### Flow cytometry on acutely isolated brain endothelial cells

Microvessels from young (3-month-old) and aged (21-month-old) mice were isolated as previously described with some modifications^26,34^. In brief, mice were euthanized via CO_2_, and brains were retrieved in PBS supplemented with 1% bovine serum albumin (BSA) and 1× cOmplete protease inhibitor cocktail (Millipore Sigma) on ice. The olfactory bulb was discarded, and meningeal vessels were removed by gentle rolling on blotting paper. Brains were minced using a razor blade on ice and then homogenized using a loose-fit, 7 ml Dounce (Wheaton) in 1% BSA-PBS with 1× protease inhibitor. The homogenate was centrifuged in 27% (wt/vol) 70 kDa dextran (Sigma) in HBSS at 4,400*g* for 25 min. Myelin and parenchymal cell layers were removed. Pelleted microvessels were deposited on a pre-wet 40-μm strainer, washed with PBS, and mechanically dissociated into single cells as previously described^26^. For enzymatic dissociation of brain tissue, previously published protocols were used^12,13^. Pelleted cells were suspended in FACS buffer (1% BSA in PBS) and stained on ice for 30 min with the following antibodies: rat anti-CD31-PE/CF594 (1:100, BD, 563616), rat anti-CD45-PE/Cy7 (1:200, Biolegend, 103114), mouse anti-heparan sulfate (1:100, Amsbio, clone 10E4, 370255-1), mouse anti-chondroitin sulfate (1:100, Sigma, clone CD-56, C8035), biotinylated HABP (1:150, Amsbio, AMS.HKD-BC41), fluorescein-conjugated SNA (1:300, Vector Labs, FL-1301-2), biotinylated MAAII (1:300, Vector Labs, B-1265-1), and StcE(E447D)–AF647 (5 μg ml^−1^). After washing cells with FACS buffer, secondary incubation with Alexa Fluor-conjugated streptavidin (1:1,000, Thermo Fisher Scientific) and secondary antibodies (1:400, Thermo Fisher Scientific) was carried out on ice for 20 min. Live cells were identified using Sytox Blue viability dye (1:1,000, Thermo Fisher Scientific, S34857). Flow cytometry analysis was performed on a BD LSRFortessa, and data were analysed using FlowJo software (TreeStar).

### Microvessel imaging

Cerebral microvessels were isolated for immunofluorescence imaging using the same protocol described above for flow cytometry, except, instead of dissociating microvessels, they were fixed on 40-μm strainers with 4% PFA in PBS at room temperature for 15 min with gentle rocking. Microvessels were then washed with PBS and mounted on poly-d-lysine-coated slides (Thermo Fisher Scientific). Microvessels were blocked in 3% normal donkey serum (Jackson ImmunoResearch) with 0.3% Triton X-100 (Sigma) in TBS-T (1× TBS with 0.05% Tween-20) for 1 h, followed by 1 h incubation at room temperature with primary antibodies. For glyco-profiling of cerebral microvessels, the same primary antibodies, lectins, binding proteins and concentrations from our flow panel were used along with fluorescein-conjugated VVA (1:300, Vector Labs, FL-1231-2). Additional primary antibodies used include rabbit anti-C1GALT1 (1:100, Thermo Fisher Scientific, PA5-52814), rabbit anti-B3GNT3 (1:100, Thermo Fisher Scientific, PA5-21988), rabbit anti-CAV1 (1:100, Cell Signaling Technologies; 3267S), goat anti-CD31 (1:100, R&D, AF3628) and fluorescein-conjugated LEL (1:250, Vector Labs, FL-1171-1). For secondary staining, microvessels were washed three times with TBS-T for 5 min each, followed by incubation with Alexa Fluor-conjugated antibodies (1:250, Thermo Fisher Scientific) or streptavidin (1:1,000, Thermo Fisher Scientific) for 1 h at room temperature. Microvessels were then washed three times again and coverslipped with Vectashield Hardset Antifade Mounting Medium with DAPI (Vector Labs, H-1500-10) or ProLong Gold Antifade Mountant (Thermo Fisher Scientific, P36934). Imaging was performed on a confocal laser-scanning microscope (Zeiss LSM880). All observed single-plane microvessels were captured and then quantified using ImageJ software.

### Immunofluorescence analysis

For luminal vascular labelling, mice were euthanized with 2.5% (v/v) Avertin and transcardially perfused via peristaltic pump at 2 ml min^−1^ with the following ice-cold solutions: 8 ml PBS, 10 ml of 5 μg ml^−1^ of StcE(E447D)–AF647 or SNA–Cy3 (Vector Labs, CL-1303-1), and 8 ml of 4% PFA. For all other immunofluorescence analysis, mice were euthanized with 2.5% (v/v) Avertin and manually perfused with PBS unless noted otherwise. Tissues were extracted and fixed in 4% PFA at 4 °C overnight before preservation in 30% sucrose in PBS. Tissues were sectioned into 40 μm slices using a microtome (Leica). Slices were subsequently blocked in 3% normal donkey serum with 0.3% Triton X-100 in TBS-T for 1.5 h at room temperature and incubated at 4 °C overnight with the following primary antibodies: goat anti-CD31 (1:100, R&D, AF3628), goat anti-Iba1 (1:100, Abcam, ab5076), rat anti-CD68 (1:100, Bio-Rad, MCA1957), goat anti-collagen type IV (1:100, Sigma, AB769), rat anti-NID1 (1:100, Thermo Fisher Scientific, MA1-06501), rabbit anti-CLDN5 (1:100, Thermo Fisher Scientific, 34–1600), mouse anti-ZO1 (1:100, Thermo Fisher Scientific, 33–9100), goat anti-albumin (1:100, Thermo Fisher Scientific, A90-134A), goat anti-PODXL (1:100, R&D Systems, AF1556). The following day, slices were washed three times with TBS-T, stained with the appropriate Alexa Fluor-conjugated secondary antibodies (1:250, Thermo Fisher Scientific) or Alexa Fluor-conjugated streptavidin (1:1,000, Thermo Fisher Scientific) for 2 h at room temperature, washed three times again, mounted, and coverslipped with Vectashield Hardset Antifade Mounting Medium with DAPI (Vector Labs, H-1500-10). Imaging was performed on a confocal laser-scanning microscope (Zeiss LSM880), and images were analysed using ImageJ. Luminal vascular coverage was calculated as vessel (CD31^+^ or COL4A^+^) area occupied by the marker of interest divided by total vessel area. Endothelial MFI calculated using CD31^+^ mask.

### BBB leakage assay

Mice were anaesthetized and injected retro-orbitally with Sulfo-NHS-biotin (Thermo Fisher Scientific, 21335) at 0.25 mg g^−1^ body weight. The tracer was allowed to circulate for 5 min before perfusion with PBS. Hemibrains were post-fixed in 4% PFA overnight at 4 °C, cryopreserved in 30% sucrose, and sagittally sectioned into 40-μm slices. Sections were blocked and co-stained with CD31 and the appropriate secondary antibody as described earlier and Alexa Fluor 647-conjugated streptavidin (1:1,000, Thermo Fisher Scientific). Images were taken on a confocal laser-scanning microscope (Zeiss LSM880) and analysed using ImageJ software. Multicoloured gradient images were generated using the fire LUT in ImageJ. Permeability index of vessels was determined as the area occupied by tracer divided by the vessel area.

### In vivo StcE treatment and cerebral bleeding assessment

All recombinant StcE proteins were produced as described^22,23^. For all applications, proteins were run through Pierce high-capacity endotoxin removal columns (Thermo Fisher Scientific) at least seven times following manufacturer’s instructions. Endotoxin levels were tested using HEK-Blue lipopolysaccharide (LPS) Detection Kit 2 (InvivoGen) according to manufacturer recommendations. Mice were injected retro-orbitally with 0.25 mg kg^−1^ StcE once a day for 2 days before perfusion with ice-cold PBS. Cerebral bleeding was visualized by eye post-perfusion and by H&E staining. For H&E staining, hemibrains and peripheral organs were formalin-fixed and paraffin embedded (FFPE) and cut into 5-μm-thick sagittal sections mounted on slides. Sections were deparaffinized in xylene (3 times, 3 min), hydrated in a series of graded alcohols (2× 100%, 1× 95%, 1× 80%; 3 min each), and stained with Richard Allan haematoxylin (4 min; followed by 30 s in 4% acetic acid in water and dipping in 0.3% ammonia water) and eosin with phloxine (30 s). Sections were then dehydrated (10 dips in 95% ethanol followed by 2× 1 min in 100% ethanol), cleared in xylene (3 times, 1 min), and coverslipped prior to imaging on a wide-field microscope (Zeiss AxioImager).

### Luminex cytokine measurement

Plasma cytokine measurement was performed using the Luminex assay at the Human Immune Monitoring Center at Stanford University. The mouse 48-plex Procarta kit (Thermo, EPX480-20834-901) was used according to the manufacturer’s instructions. Plasma samples were diluted 1:3 and run in singlet on a 96-well plate alongside standard curve and quality control samples. Custom Assay Chex control beads (Radix BioSolutions) were added to all wells to assess nonspecific binding.

### Luminal cerebrovascular proteome enrichment and peptide preparation

Young (3-month-old) and aged (21-month-old) mice (*n* = 6 mice per group) were euthanized with 2.5% (v/v) Avertin and transcardially perfused via peristaltic pump with the following ice-cold solutions: 8 ml of PBS, 20 ml of 0.5 mg ml^−1^ Sulfo-NHS-biotin (Thermo Fisher Scientific, 21217), and 10 ml of 50 mM Tris-PBS. Cerebral microvessels were isolated as described in earlier sections and collected for lysis via sonication in RIPA buffer (Thermo Fisher Scientific) supplemented with 1× protease inhibitor. Lysates were centrifuged at 13,000*g* for 15 min at 4 °C, and supernatant was saved for downstream enrichment. Protein concentration was measured by BCA (Pierce), and 1 mg of each sample was incubated with 70 μl of streptavidin magnetic beads (Thermo Fisher Scientific, 88817) at 4 °C overnight. The following day, beads were processed for proteomic analysis using a published protocol with some modificiations^35^. In brief, beads were washed once with 200 μl of 50 mM Tris-HCl (pH 7.5) and twice with 200 μl of 2 M urea in 50 mM Tris (pH 7.5) and incubated in 80 μl 2 M urea in 50 mM Tris with 1 mM dithiothreitol (Thermo Fisher Scientific, R0861) and 0.4 μg trypsin/LysC (Fisher, V5073) at 25 °C for 1 h shaking at 1,000 rpm. Supernatant was further reduced with 4 mM dithiothreitol for 30 min with shaking and alkylated with 10 mM iodoacetamide (IAA, Sigma, I1149) for 45 min in the dark with shaking. An additional 0.5 μg of trypsin/LysC was added to samples for overnight digestion at 37 °C with shaking. The following day, samples were acidified to 1% vol/vol formic acid and desalted using BioPureSPN mini C18 columns (Nest Group). All centrifugation steps were carried out at 50*g* for 1 min at room temperature. Columns were washed with 200 μl HPLC-grade methanol (Fisher) and equilibrated two times with 200 μl 0.1% formic acid in HPLC-grade water (Fisher) (solvent A). Samples were loaded onto columns, washed 4 times with solvent A, and eluted 2 times with 75 μl 0.1% formic acid in 80% acetonitrile (solvent B). The combined elutes were dried in a vacuum concentrator and reconstituted in 10 μl solvent A for LC–MS/MS.

### Luminal cerebrovascular mass spectrometry-based proteomics

LC–MS/MS analysis was performed on a Q Exactive HF-X (Thermo Fisher Scientific) with an UltiMate 3000 RSLCnano system (Thermo Fisher Scientific). Peptides were loaded on an in-house 75-μm (inner diameter) capillary column packed with 40 cm of ReproSil-Pur 120 C18-AQ 1.9 μm resin (Dr. Maisch). Chromatographic separation was achieved using a flow rate of 300 nl min^−1^ with the following 120 min gradient: 96% A + 4% B for 18 min, 70% A + 30% B for 72 min, 60% A + 40% B for 15 min, and 4% A + 96% B for 15 min, where solvent A was 0.1 % formic acid in HPLC-grade water (Fisher) and solvent B was 0.1% formic acid in HPLC-grade acetonitrile (Fisher). Full MS scans were acquired at a resolution of 60,000, with an automatic gain control (AGC) target of 3 × 10^6^, maximum injection time (IT) of 20 ms, and scan range 300–1,650 *m*/*z* in a data-dependent mode. MS2 scans were acquired with the following parameters: resolution of 15,000, AGC target of 1 × 10^5^, maximum IT of 54 ms, loop count 15, TopN 15, isolation window 1.4 *m*/*z*, fixed first mass 100.0 *m*/*z*, normalized collision energy (NCE) 28 units, charge exclusion of unassigned, 1, 6–8 and >8, peptide match preferred, exclude isotopes on, and fragmented *m*/*z* values were dynamically excluded from further selection for a period of 45 s. Raw data were processed and analysed using MaxQuant and Perseus^36^. In brief, peptide spectral matches were made against a target-decoy *Mus musculus* reference proteome database downloaded from Uniprot. Methionine oxidation and N-terminal acetylation were specified as variable modifications, and carbamidomethylation of cysteines was specified as a fixed modification. Precursor ion search tolerance of 20 ppm and product ion mass tolerance of 20 ppm were used for searches. Both unique and razor peptides were used for quantification. Results were filtered to a 1% false discovery rate (FDR) at the peptide and protein levels. Proteins were quantified and normalized using MaxLFQ^37^ with a LFQ minimum ratio count set to 1. For quantitative comparative analysis, protein intensity values were log2-transformed, and missing values were imputed from a normal distribution with width 0.3 and downshift value of 1.8 using Perseus. Principal component analysis (PCA) was performed in Perseus using the Benjamini–Hochberg FDR with a cutoff of 0.05. GO term enrichments were performed using DAVID^38^ with the *M. musculus* proteome as a background.

### Microvessel mass spectrometry-based proteomics

Brain microvessels were isolated and lysed in 1× RIPA buffer with 1× cOmplete protease inhibitor cocktail (Sigma) on ice. Lysates were centrifuged at 13,000*g* for 15 min at 4 °C, and supernatant protein concentration was measured by microBCA (Pierce). Samples were then reduced and alkylated by TCEP and CAA, followed by protein purification using SP3 (Cytiva). Samples were digested with 200 ng trypsin/LysC in pH 7.8 at 37 °C for 3 h, desalted, and eluted following the manufacturer’s instructions. Samples were acidified to 0.1% formic acid and filtered before loading onto the nanoLC system. One microgram protein was injected for all samples. LC–MS/MS analysis was performed on the TimsTOF Pro (Bruker Daltonics) coupled with the NanoElute system (Bruker Daltonics) with solvent A (0.1% formic acid in water) and solvent B (0.1% formic acid in acetonitrile). Tryptic peptides were loaded first on the trapping column Waters ACQUITY UPLC M-Class Symmetry C18 Trap Column, 100 A, 5 μm, 180 μm × 20 mm, and eluted with analytical column, IonOpticks Aurora Elite CSI 15 × 75 C18 UHPLC column. Elution gradient was set as 0 min 5% B; 9 min 12% B; 9.1 min 12% B; 27 min 30% B; 27.5 min 85% B and 36 min 85% B with a flow rate of 0.35 μl min^−1^ from 0 min to 9 min and reduced to 0.3 μl min^−1^ at 9.1 min until the end of the gradient. Eluted peptides were measured in diaPASEF mode with base method *m*/*z* range 100–1,700 and 1/k0 range of 0.85–1.30 V s cm^−2^. The source parameters were 1,400 V for capillary voltage, 3.0 l min^−1^ for dry gas, and 180 °C for dry temperature using Captive Spray (Bruker Daltonics). Collision energies (27 eV and 45 eV) were allocated for 1/K0 = 0.85 V s cm^−2^ and 1/K0 = 1.30 V s cm^−2^, respectively. Data were processed using Spectronaut (Biognosys AG, v19.1) for directDIA search with Swiss-Prot Mouse database downloaded on 3 March 2023. Default settings were used with a slight modification of minimum peptide length 6. Candidates were filtered using *Q* < 0.05 and absolute average log_2_ ratio ≥0.263.

### RNA-seq glycosylation-related gene analysis

Previously published ageing and neurodegenerative disease RNA-seq datasets demonstrating robust brain endothelial cell enrichment were chosen for glycosylation-related gene analysis^12,26,27^. We filtered for glycosylation-related genes based on KEGG (Kyoto Encyclopedia of Genes and Genomes) listed glycosylation enzymes and related proteins. Most glycoproteins were excluded due to the enormous variety of members in this family which possess biological functions not directly relevant to glycosylation. Significantly upregulated and downregulated glycosylation-related genes in each dataset were used for Reactome pathway analysis with *P*_adj_ < 0.05 set as the threshold for significant enrichment.

### Bulk RNA-seq on bEnd.3 cells

The mouse brain endothelial cell line bEnd.3 (ATCC, CRL-2299) was cultured in high-glucose DMEM (Thermo Fisher Scientific, 10567022) supplemented with 10% fetal bovine serum (FBS) and 1% penicillin/streptomycin and maintained in a humidified incubator containing 5% CO_2_ at 37 °C. For bulk RNA-seq analysis, bEnd.3 cells were grown in 6-well plates and treated with 5 nM StcE for 16 h at 37 °C. Cells were lysed and collected into RNAse-free Eppendorf tubes for total RNA extraction using the RNeasy Plus Micro kit (Qiagen, 74034). RNA quantity and quality were assessed by an Agilent 2100 Bioanalyzer (Agilent Technologies). All samples passed a high quality control threshold (RNA integrity number ≥9.7) and proceeded to cDNA library preparation by Novogene. Libraries were sequenced on the NovaSeq 6000 (paired-end, 2× 150 bp depth). Trimmed reads were aligned to the *M. musculus* reference genome GRCm38. Differential gene expression analysis and visualization were performed using DESeq2 (v1.32) (Supplementary Data 5). Genes with a *P*_adj_ < 0.05 were used for GO biological pathway enrichment analysis.

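With limma on the deposited FPKM, 1320 of the 11062 genes tested had an adjusted p under 0.05 between StcE and saline, 709 of them lower and 611 higher after StcE. Most of these changes were small. The log2 fold change was at least 0.5 in size for 44 of them and at least 1 for 12, of which 2 were lower and 10 higher. The StcE and saline values did not overlap for 1179 genes, 10.7% of those tested, where chance alone gives 0.794%. The count of genes past the threshold depended on the samples and the model. It was 793 without StcE replicate 3, 838 without saline replicate 1 and 801 without a filter on low FPKM. With the replicate number as a block, over 8 samples, it was 349 (162 lower, 187 higher). The same samples without the block gave 885, and the replicate numbers did not pair the samples. The median log2 fold change over all tested genes was -6.6e-04. The deposited FPKM already carried a median-of-ratios scaling, which holds this value near 0. It therefore cannot show whether all genes shifted together.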

### bEnd.3 immunofluorescence analysis

For confocal imaging analysis, bEnd.3 cells were plated on round coverslips (EMS, 72196-12) in a 24-well plate and treated with 5 nM StcE for 16 h at 37 °C. Cells were fixed in 4% PFA for 15 min, blocked in 3% normal donkey serum with 0.3% Triton X-100 in PBS for 1 h at room temperature, and incubated at room temperature in blocking solution with the following primary antibodies for 1.5 h: goat anti-CD31 (1:100, R&D, AF3628), mouse anti-ZO1 (1:100, Thermo Fisher Scientific, 33–9100), rabbit anti-CAV1 (1:100, Cell Signaling Technologies; 3267S) and mouse anti-CLTC (1:100, Thermo Fisher Scientific, MA1-065). Cells were subsequently washed 3 times with PBS, stained with the appropriate Alexa Fluor-conjugated secondary antibodies (1:250, Thermo Fisher Scientific) for 1 h at room temperature, washed 3 times again, mounted, and coverslipped with Vectashield Hardset Antifade Mounting Medium with DAPI (Vector Labs, H-1500-10) or ProLong Gold Antifade Mountant (Thermo Fisher Scientific, P36934). Imaging was performed on a confocal laser-scanning microscope (Zeiss LSM880), and images were analysed using ImageJ.

For flow cytometry analysis, bEnd.3 cells were plated in a 24-well plate and treated with 5 nM StcE for 16 h at 37 °C. Cells were collected from plates using enzyme-free cell dissociation buffer (Thermo Fisher Scientific, 1315014) and resuspended in 1% BSA in PBS (FACS buffer). Cells were stained with the following antibodies on ice in FACS buffer for 30 min: APC-anti-CD54 (1:100, BioLegend, 116120), FITC-anti-VCAM1 (1:100, Thermo Fisher Scientific, 11-1061-82), Alexa Fluor 647-anti-CD62P (1:100, BD Biosciences, 563674), anti-CD62E (1:100, Thermo Fisher Scientific, 14-0627-82) followed by Alexa Fluor 555-conjugated anti-mouse IgG (1:400, Thermo Fisher Scientific). Live cells were identified using Sytox Blue viability dye (1:1,000, Thermo Fisher Scientific, S34857). Flow cytometry analysis was performed on a Sony SH800S sorter, and data were analysed using FlowJo software (TreeStar). Only live, singlet cells were used for analysis of adhesion molecule MFI.

### ROS assays

For in vitro ROS assays, bEnd.3 cells were plated in 8-well µ-slides (Ibidi, 80826) and treated with 5 nM StcE, 5 μg ml^−1^ of LPS, or an equivalent volume of saline in complete medium for 16 h at 37 °C. Cells were then washed two times with PBS, and cellular ROS assays were carried out according to manufacturer instructions. In brief, 20 µM of DCFDA (Abcam, ab113851) and 1× ROS Deep Red Dye (Abcam, ab186029) were used for their respective assays and incubated with cells for 30 min at 37 °C in the dark. Cells were washed three times with PBS and imaged immediately on a confocal laser-scanning microscope (Zeiss LSM880). Quantification of MFI was performed using ImageJ software. For in vivo ROS assays, cerebral microvessel were isolated as described earlier and incubated with 1× ROS Deep Red Dye (Abcam, ab186029) for 30 min at 37 °C in the dark. Microvessels were then washed with 5 ml of PBS and pelleted by centrifugation at 2,000*g* for 10 min and transferred to 8-well µ-slides (Ibidi, 80826) for immediate imaging on a confocal laser-scanning microscope (Zeiss LSM880). All observed single-plane microvessels were captured and then quantified using ImageJ software.

### Western blot

Whole-brain microvessel lysates (30 µg) were boiled in 1× NuPAGE LDS Sample Buffer (Thermo Fisher Scientific) and 5% 2-mercaptoethanol (Sigma) at 95 °C for 10 min. Lysates and the Precision Plus Protein Dual Color Standards (Bio-Rad, 1610374) were loaded onto a 4–12% NuPAGE Bis-Tris precast gel (Thermo Fisher Scientific) and run in NuPAGE MOPS buffer (Thermo Fisher Scientific) at 160 V for 1 h. The gel was transferred to a 0.45-µm nitrocellulose membrane (Bio-Rad) using the Mini Trans-Blot Cell (Bio-Rad) and NuPAGE transfer buffer (Thermo Fisher Scientific) at 100 V for 1.25 h. Protein transfer was verified using Ponceau S staining for 5 min followed by de-staining in de-ionized water. The membrane was blocked with 5% non-fat dry milk (Bio-Rad) in TBS-T for 1 h at room temperature and then incubated with IRDye 800CW streptavidin (1:2,500, LI-COR Biosciences) in 5% non-fat dry milk (Bio-Rad) in TBS-T for 1 h at room temperature. The membrane was then washed three times with TBS-T for 5 min each and imaged on the LI-COR Odyssey DLx.

### Design and cloning of pAAV-sCLDN5 constructs

The Ple261 MiniPromoter (‘sCLDN5’) pEMS1938 was a gift from E. Simpson (Addgene plasmid #82563). A *cis* rAAV genome plasmid with AAV2 inverted terminal repeats was utilized for cloning of a sCLDN5 and EGFP reporter using restriction enzymes and In-Fusion Snap Assembly (Takara Bio). To knock down *C1galt1* in brain endothelial cells, de novo predictions of small interfering RNA (siRNA) guides targeting *C1galt1* were generated using the DSIR algorithm^39^ and subsequently filtered using ‘Sensor rules’ to select for sequences with highly favourable small hairpin RNA (shRNA) features^40,41^. Three de novo 97-mer miR-E shRNA sequences (Supplementary Table 2) were synthesized (IDT) and inserted into pAAV-sCLDN5-EGFP using restriction enzyme cloning for in vitro evaluation. To overexpress C1GALT1 and B3GNT3 in brain endothelial cells, P2A-C1GALT1 and P2A-B3GNT3 were cloned into pAAV-sCLDN5-EGFP using restriction enzyme cloning to generate pAAV-sCLDN5-EGFP-P2A-C1GALT1 and pAAV-sCLDN5-EGFP-P2A-B3GNT3, respectively.

### In vitro pAAV evaluation

bEnd.3 cells were split into a 24-well plate 1 day before transfection. Cells at approximately 70% confluency were transfected with the pAAVs described in the previous section via Lipofectamine 3000 according to the manufacturer’s recommendations (Thermo Fisher Scientific, L3000008). After 16 h, the cell medium was replaced with fresh, pre-warmed medium. Then, 2.5 days after transfection, cells were collected from plates using enzyme-free cell dissociation buffer (Thermo Fisher Scientific, 1315014) and resuspended in FACS buffer. Cells were stained with StcE(E447D)–AF647 (5 μg ml^−1^) on ice for 20 min. Live cells were identified using Sytox Blue viability dye (1:1,000, Thermo Fisher Scientific, S34857). Flow cytometry analysis was performed on a Sony SH800S sorter, and data were analysed using FlowJo software (TreeStar). Only live, singlet, EGFP^+^ cells were used for analysis of StcE(E447D)–AF647 MFI.

### AAV production

For production of PHP.V1-sCLDN5::EGFP and all other plasmids containing the PHP.V1 (pUCmini-iCAP-PHP.V1 was a gift from V. Gradinaru; Addgene plasmid #127847) capsid, AAV production was performed in-house utilizing a previously published protocol^42^. In brief, triple transfection of HEK293T cells was performed on 90–95% confluent cells in DMEM containing Glutamax supplemented with 5% FBS and non-essential amino acids. Fresh, warm medium was replaced 12 h post-transfection. Medium was collected 72 h post-transfection. Fresh, warm medium was added and collected along with cells 120 h post-transfection and combined with the previous fraction. Cells and medium were centrifuged at 2,000*g* for 15 min at room temperature. Supernatant was collected in a separate bottle and combined with 40% (wt/vol) PEG (final concentration 8% wt/vol PEG) and incubated on ice for 2 h before transferring to 4 °C overnight. Cell pellet was resuspended in buffer containing salt-active nuclease (SAN, ArcticZymes Technologies) and incubated at 37 °C for 1 h before transferring to 4 °C overnight. PEG medium was centrifuged at 4,000*g* for 30 min at 4 °C. After centrifugation, supernatant was bleached and discarded. PEG pellet was resuspended in SAN + SAN buffer, combined with the previous fraction, and incubated at 37 °C for an additional 30 min. Lysate was centrifuged at 2,000*g* for 15 min at room temperature, and supernatant was loaded onto an iodixanol gradient (15%, 25%, 40% and 60% fractions). Gradients were transferred to an ultracentrifuge (Beckman Coulter) using a Type 70 Ti rotor set at 350,000*g* for 2 h and 25 min at 18 °C. AAV particles were collected from the 40/60% interface, washed in PBS, and concentrated using an Amicon Ultra-15 (Millipore Sigma) filter device with a 100 kDa cutoff. AAV titration was performed using the AAVpro Titration Kit (for Real Time PCR) Ver.2 (Takara Bio). AAVs were injected retro-orbitally at 8 × 10^11^ viral genomes per mouse.

### snRNA-seq of mouse brain tissue

Pooled cortical and hippocampal tissue were dissected from frozen brain hemispheres from young (5-month-old) and aged (19-month-old) mice that had been injected with AAVs 8 weeks prior to takedown. Brain tissue was minced using a razor blade on ice and transferred to 2 ml glass Dounce tissue grinders (Sigma, D8938) with 2 ml EZ lysis buffer (Sigma, NUC-101) on ice. Tissues were homogenized using 25 strokes with pestle A followed by 25 strokes with pestle B, incorporating a 180° twist. Tissue homogenate was incubated on ice for 5 min and then centrifuged at 500*g* for 5 min at 4 °C. The pellet was resuspended with 4 ml EZ lysis buffer, incubated on ice for another 5 min, and pelleted as before. The pellet was then resuspended with chilled PBS and filtered through a 35-µm strainer before blocking with Mouse Fc block (1:50, BD 553142) in FACS buffer for 5 min. Nuclei were subsequently stained with AF647-anti-NeuN (1:100, Abcam, ab190565) in FACS buffer with 0.2 U µl^−1^ RNase inhibitor (Takara, 2313 A) for 30 min on ice, washed with FACS buffer, and resuspended in FACS buffer with Hoechst dye (1:2,000, Thermo Fisher, H3570) and 0.2 U µl^−1^ RNase inhibitor (Takara, 2313 A). Using a Sony MA900 Cell Sorter, approximately 50,000 singlet nuclei were sorted into 1.5 ml Eppendorf tubes containing 10 mg ml^−1^ UltraPure BSA (Thermo Fisher, AM2618) and 0.2 U µl^−1^ RNase inhibitor (Takara, 2313 A) in PBS. Collected nuclei were centrifuged at 400*g* for 5 min at 4 °C with slow deceleration. Supernatant was removed leaving about 40 µl of suspended nuclei. Nuclei were counted using a haemocytometer (Sigma, Z359629) and assessed for concentration and quality. snRNA-seq libraries were prepared using the Chromium Single Cell 3′ Kit v3.1 (10X Genomics) according to the manufacturer’s protocols, targeting 10,000 nuclei per sample. Twelve polymerase chain reaction (PCR) cycles were applied to generate cDNA, and eleven PCR cycles were applied for final library generation. Quality control of cDNA and libraries were conducted using a High Sensitivity D5000 ScreenTape (Agilent). The final snRNA-seq libraries were sequenced on a NovaSeq X.

### snRNA-seq quality control

Gene counts were obtained by aligning reads to the *M. musculus* reference genome GRCm38 using CellRanger software (v4.0.0) (10X Genomics). Ambient RNA was removed from each sample using SoupX (v1.6.2) and droplets containing multiple nuclei were filtered out using DoubletFinder (v2.0.4). We used Seurat (v4.1.1) to further exclude cells with fewer than 200 or more than 5,000 features and cells with more than 10% mitochondrial genes. In total, 69,250 nuclei remained and were used for further analysis (Supplementary Fig. 3a–d).

### Normalization and cell clustering

Each sample was normalized using Seurat’s SCTransform function, and samples were integrated using Seurat’s anchoring and integration functions. PCA was then run on the integrated dataset and the first fifteen principal components were used to generate a shared-nearest-neighbours graph. Clustering of nuclei was determined using the Louvain algorithm with a resolution of 0.3. UMAP was performed using the first 15 principal components and 30 nearest neighbours. Clusters were annotated for cell type using common cell-type markers identified by the FindConservedMarkers function applied to each cluster (Supplementary Fig. 4a; Supplementary Data 4).

### Pseudobulk differential gene expression

Pseudobulk counts were derived by aggregating raw counts for each sample using Seurat’s AggregateExpression function. DESeq2 was then used to perform bulk data normalization and differential gene expression across groups using default parameters. *P* value correction was carried out using the Benjamini–Hochberg procedure (FDR = 0.05) for each comparison. Genes with FDR <0.05 were used for subsequent KEGG pathway enrichment and Metascape^43^ analysis (Supplementary Data 5).

### Behavioural assays

In the Y maze test, the Y maze is made up of 3 white, opaque plastic arms at 120° angles from each other. At the beginning of the trials, mice were placed in the end of 1 arm and allowed to freely explore all 3 arms for 5 min. An arm entry was defined as having all four limbs inside an arm. The maze was cleaned with 70% ethanol between animals and before the first animal to eliminate traces of odour. The number of arm entries and triads (a set of consecutive arm entries) were recorded. The spontaneous alternation was calculated by dividing the number of triads by the number of possible alternations multiplied by 100.

In fear conditioning tests, mice were trained to associate cage context and an audiovisual cue with an aversive stimulus (foot shock). On day 1 (training), mice were placed in a cage and exposed to two periods of 30 s of paired cue light and 1,000-Hz tone followed by a 2-s foot shock (0.6 mA), with a 180-s interval. On day 2 (contextual fear conditioning), mice were re-exposed to the same cage context and freezing behaviour was recorded during minutes 1.5 to 6 using a FreezeScan tracking system (Cleversys). On day 4 (cued fear conditioning), mice were placed in a novel context that contained different odour, floor texture, and chamber walls and re-exposed the same cue light and tone from day 1 after 2 min of exploration. Freezing behaviour was recorded for 1.5–6 min following the cue using the FreezeScan tracking system (Cleversys).

### Statistical analysis

Data handling and statistical analyses were performed using R studio (v4.1.1) and GraphPad Prism Software unless stated otherwise. All statistical analyses comparing measurements between two groups were carried out using unpaired two-tailed Student’s *t*-tests. All statistical analyses comparing measurements between three or more groups were carried out using one-way ANOVA tests with post hoc tests for multiple comparisons. A *P* value of <0.05 was considered significant. All experimental procedures involving multiple experimental groups were carried out in an alternating fashion when possible to, avoid temporal and technical biases. Data in Figs. 1b–d,h–o, 2a,b,f–j, 3e–n, 4f–i and 5j–l and Extended Data Figs. 2a, 3f–i, 7a–c,h,i and 8h–k were successfully replicated in at least two independent experiments.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-025-08589-9.

## Supplementary information

Supplementary Information

Reporting Summary

Supplementary Data 1 Young and aged luminal cerebrovascular proteomics.

Supplementary Data 2 Human samples information.

Supplementary Data 3 Bulk RNA-seq DEGs.

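This table holds the FPKM of each gene in the 5 saline and 5 StcE samples of bEnd.3 cells, with genes ordered by their mean. FPKM counts the fragments on a gene, divided by the gene's length in kilobases and by a scale for the depth of the sample, so that it compares a gene between samples. The copy used here holds the first 1999 rows, with 25025 further rows left out, and no fold changes or p-values are in those columns. The values of these 1999 rows differed from the deposited FPKM by at most 4.9e-04%, a difference of rounding. No gene set was tested against the shortened copy.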

Supplementary Data 4 snRNA-seq cell-type markers.

Supplementary Data 5 snRNA-seq DEGs.

## Data Availability

Raw mass spectrometry data generated in this study have been deposited in the PRIDE database^44^ under accession codes PXD043964 and PXD058690. Raw sequencing data have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession codes GSE268263 and GSE268642.

# Supplementary material for: Glycocalyx dysregulation impairs blood–brain barrier in ageing and disease
**Source:** Nature. 2025 Feb 26;639(8056):985–94. doi: 10.1038/s41586-025-08589-9
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Notes**

*Relative sizing of illustrated glycocalyx components*

Although Fig. 1a is not drawn to scale for readability purposes, the approximate sizes of glycoconjugates were considered in the relative sizing of glycocalyx components (smaller vs. larger). Precise structural information about glycosylated species is rare because glycans are flexible and not easily characterized using canonical structural biology techniques. Thus, relative size estimates of different glycocalyx components were approximated using the following assumptions and calculations:

- *Proteoglycans* – Proteoglycan core proteins (HSPGs, CSPGs) average around 20-45 kDa^1^, likely only reaching up to ~10 nm from the surface. Heparan sulfate and chondroitin sulfate molecules are typically 20-200 disaccharide repeats long. Each disaccharide unit is about 0.4 nm, which yields approximately 8-80 nm in length. This yields potential total distances of these proteins to reach up to about 100 nm.
- *Hyaluronan* – Hyaluronan has been shown to have an average molecular weight of 200kDa in the mouse brain^2^. 200kDa divided by 401.3Da per disaccharide = 498 disaccharide units. Each disaccharide unit is about 0.4 nm, which yields approximately 200 nm in length. Of course, there are much larger hyaluronan chains that will have an even longer predicted length and will form the longest glycan species in the glycocalyx layer.
- *Glycoproteins* – Glycoproteins vary greatly in size. A very large glycoprotein like LRP1 (600 kDa) is estimated to be around 60 nm long^3^, but most other glycoproteins are shorter.
  - *Mucin-domain glycoproteins* – Mucin domains are known to form extended bottlebrush structures that extend away from the cell membrane due to steric repulsions between the densely packed, highly negatively charged glycans, enabling greater length per amino acid than most other protein classes. A recent *Science* paper conducted single-molecule imaging on different glycoconjugate species and estimated the size of a 148 amino acid MUC1 mucin domain to be ~50nm^4^. Using this approximation, for a large mucin-domain glycoprotein like HEG1 which contains a predicted mucin domain of 1049 amino acids, this would yield ~350nm in predicted length not including the additional amino acid sequence outside of the mucin domain. For a smaller mucin-domain glycoprotein like PODXL which has a predicted mucin domain of about 310 amino acids, this approximation would yield ~100nm in predicted length.
- *Glycolipids* – Glycolipids are the shortest class of glycoconjugates, composed of monosaccharide or oligosaccharide groups attached to lipids anchored to the membrane.

From these approximations, the lengths of the different glycocalyx components depicted in Fig.1a from longest to shortest are: hyaluronan > mucin-domain glycoproteins ≥ proteoglycans > other glycoproteins > glycolipids.

**Supplementary Table 1. Average normalized RNA counts, total MS intensity, and total MS/MS counts of canonical brain endothelial cell (BEC) proteins, proteoglycans, and mucin-domain glycoproteins expressed in BECs.**

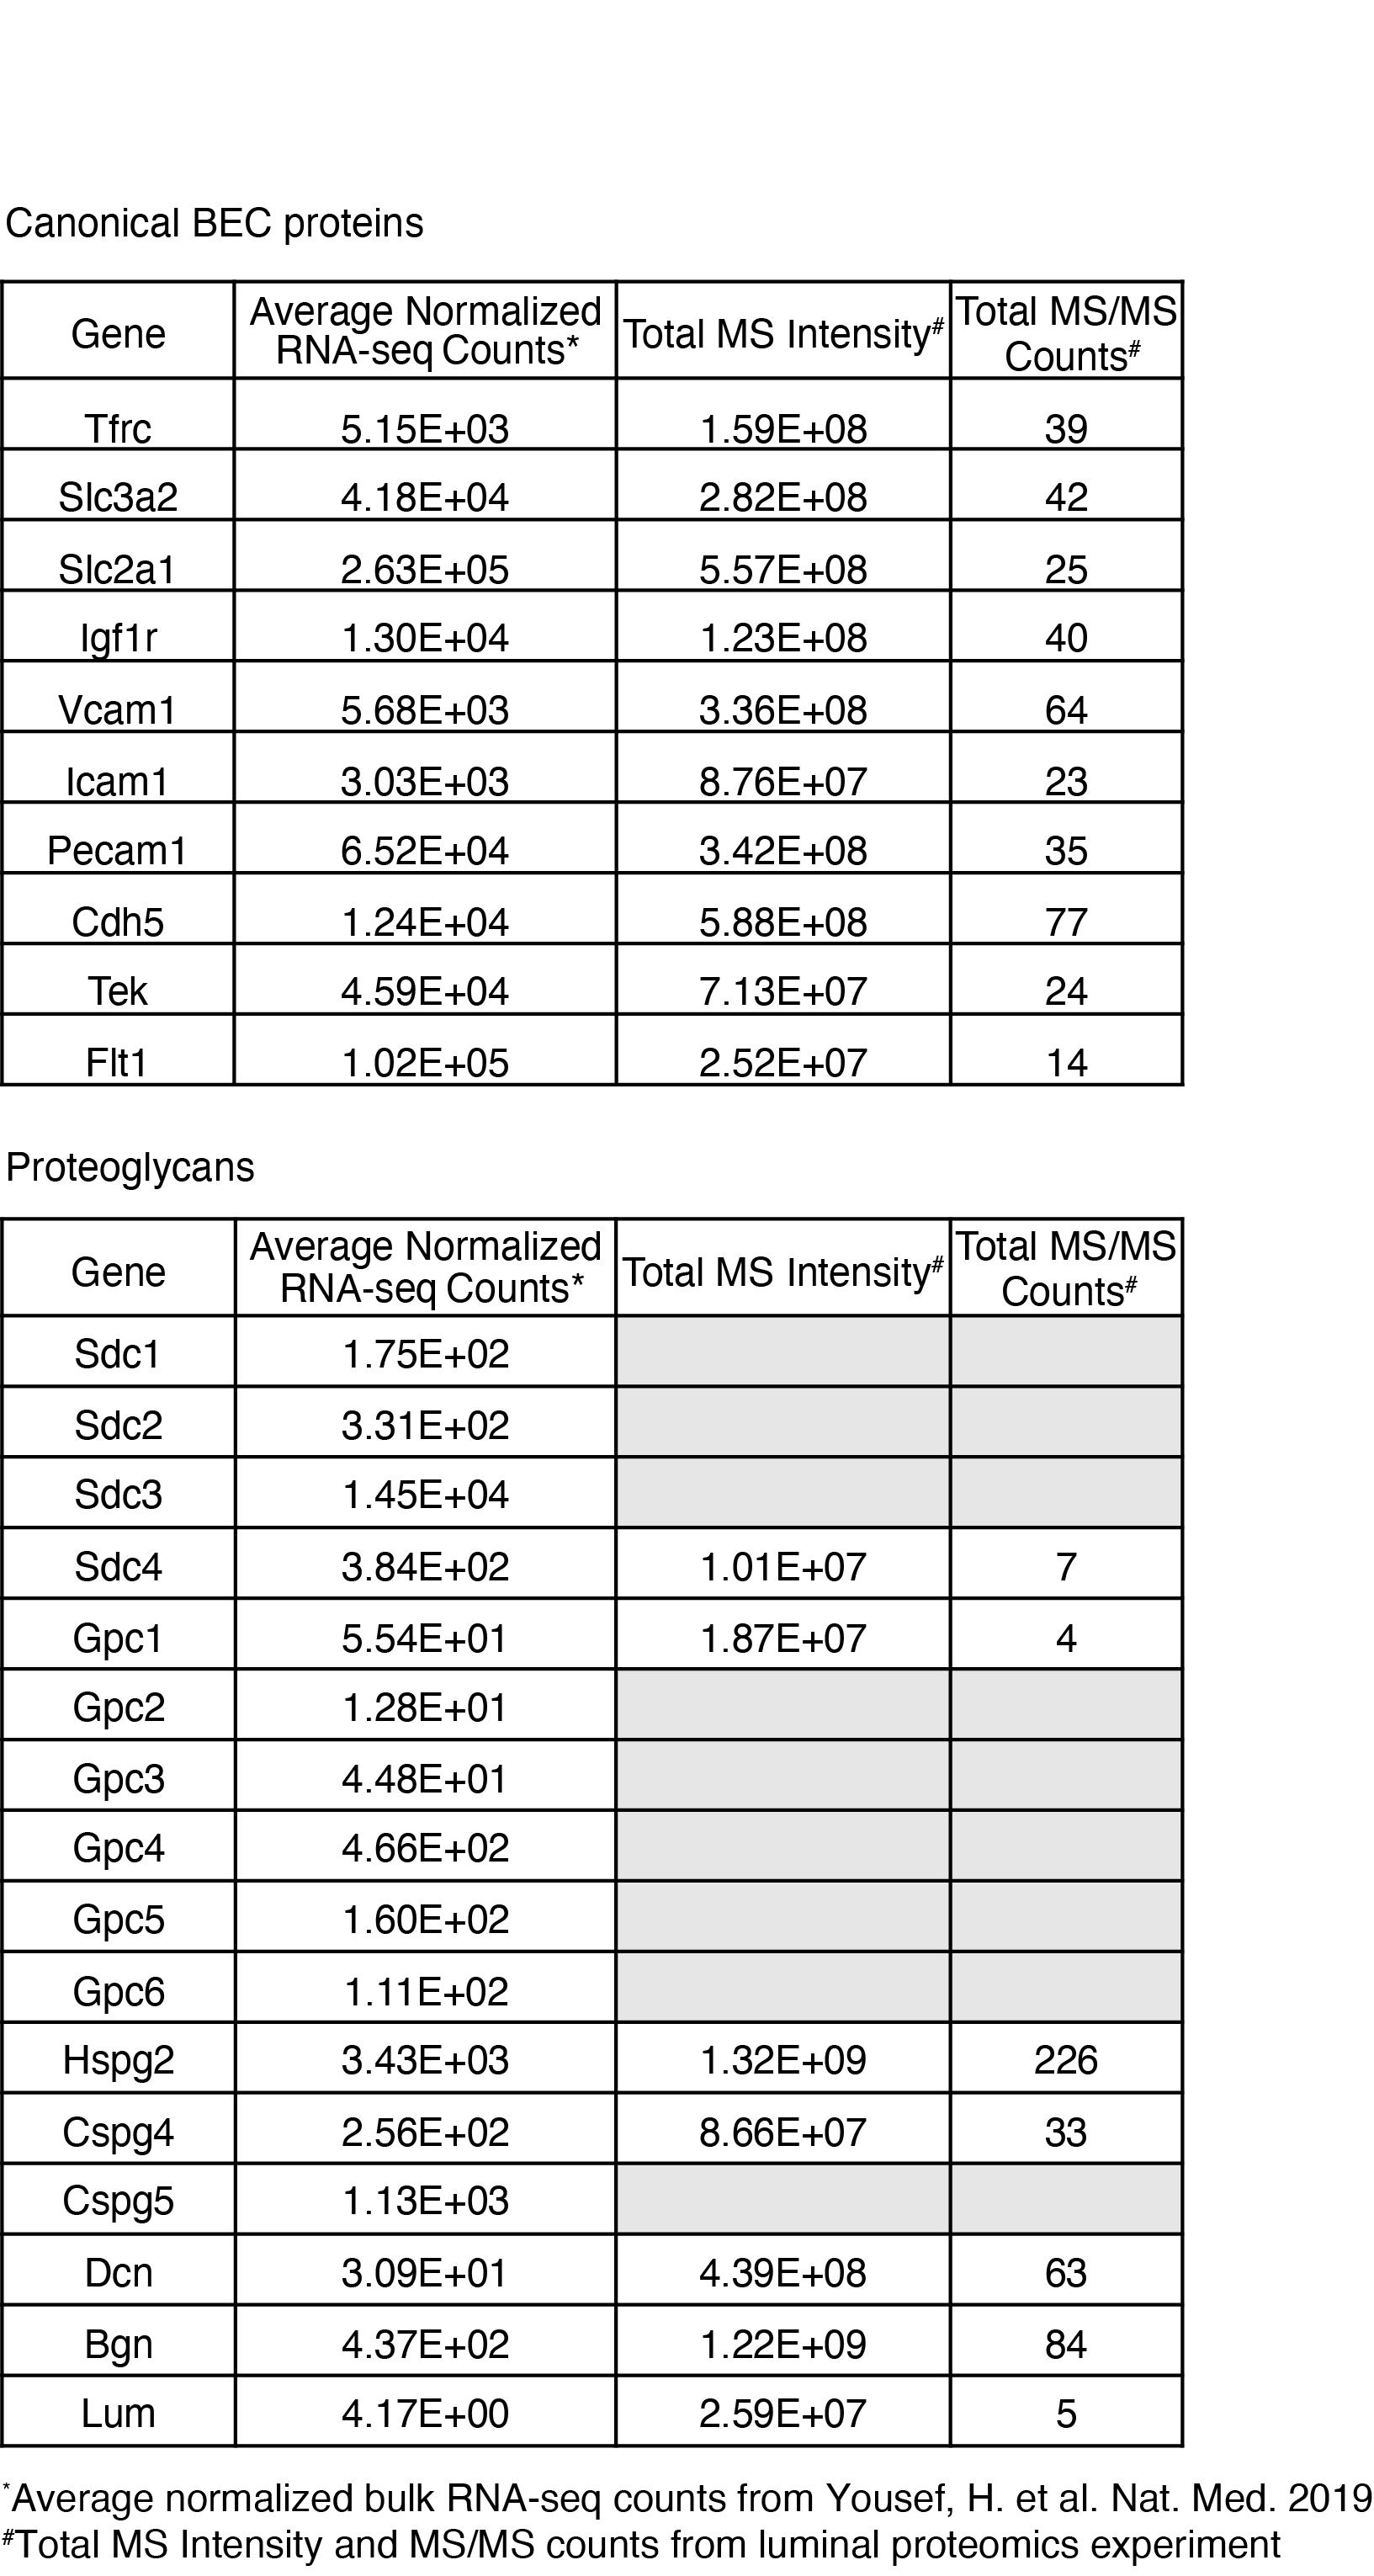

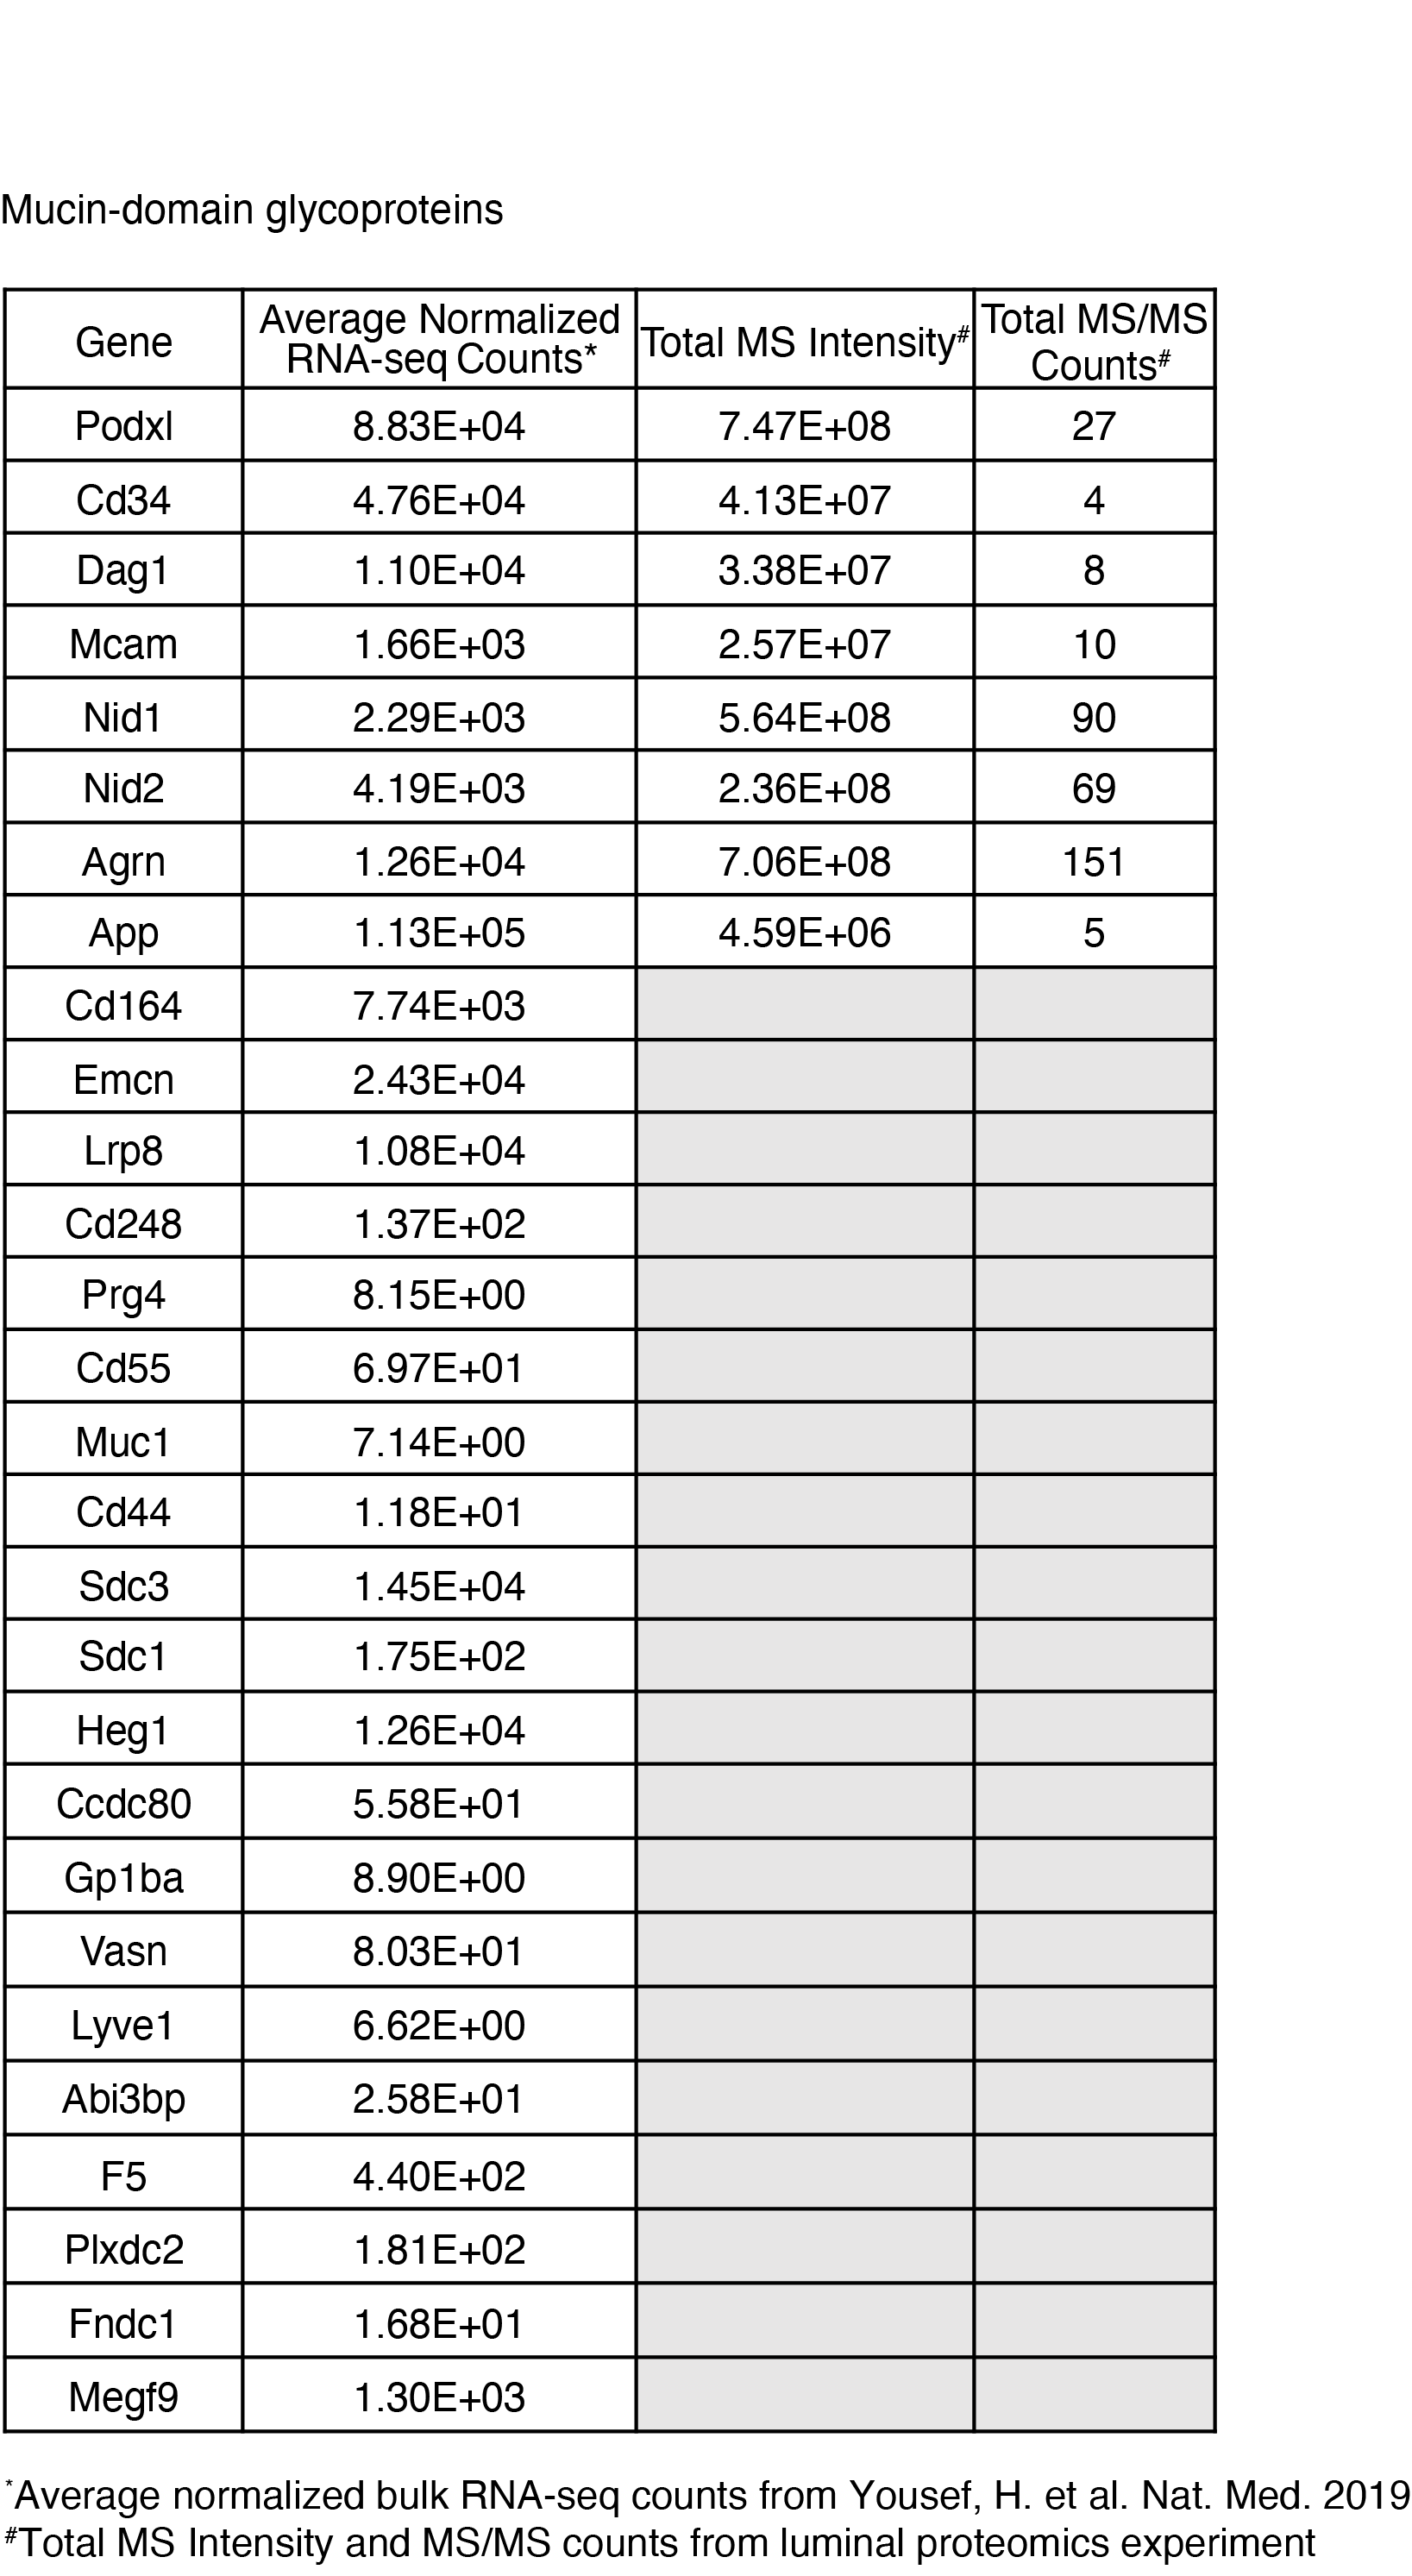

**Supplementary Table 2. miR-E constructs tested for the knockdown of *C1galt1***

| Plasmid Name | 22-nt guide | 97-mer shRNA sequences |
| --- | --- | --- |
| AAV-miR-E-C1galt1 | TCAGCGTTGTAATAAAGTGTTA | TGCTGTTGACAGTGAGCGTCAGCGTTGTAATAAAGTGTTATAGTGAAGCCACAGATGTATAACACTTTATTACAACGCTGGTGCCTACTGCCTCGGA |
| AAV-miR-E-C1galt1-NE1 | GACACCACTTAATCAAAGGTTA | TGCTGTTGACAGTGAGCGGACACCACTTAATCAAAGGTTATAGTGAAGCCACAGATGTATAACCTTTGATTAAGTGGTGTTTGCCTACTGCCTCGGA |
| AAV-miR-E-C1galt1-NE2 | TCAACATAAAGATGAGAACATA | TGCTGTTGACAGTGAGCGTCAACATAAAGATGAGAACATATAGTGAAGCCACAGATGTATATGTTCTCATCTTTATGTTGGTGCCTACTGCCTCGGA |

**Supplementary Figure 1**

**
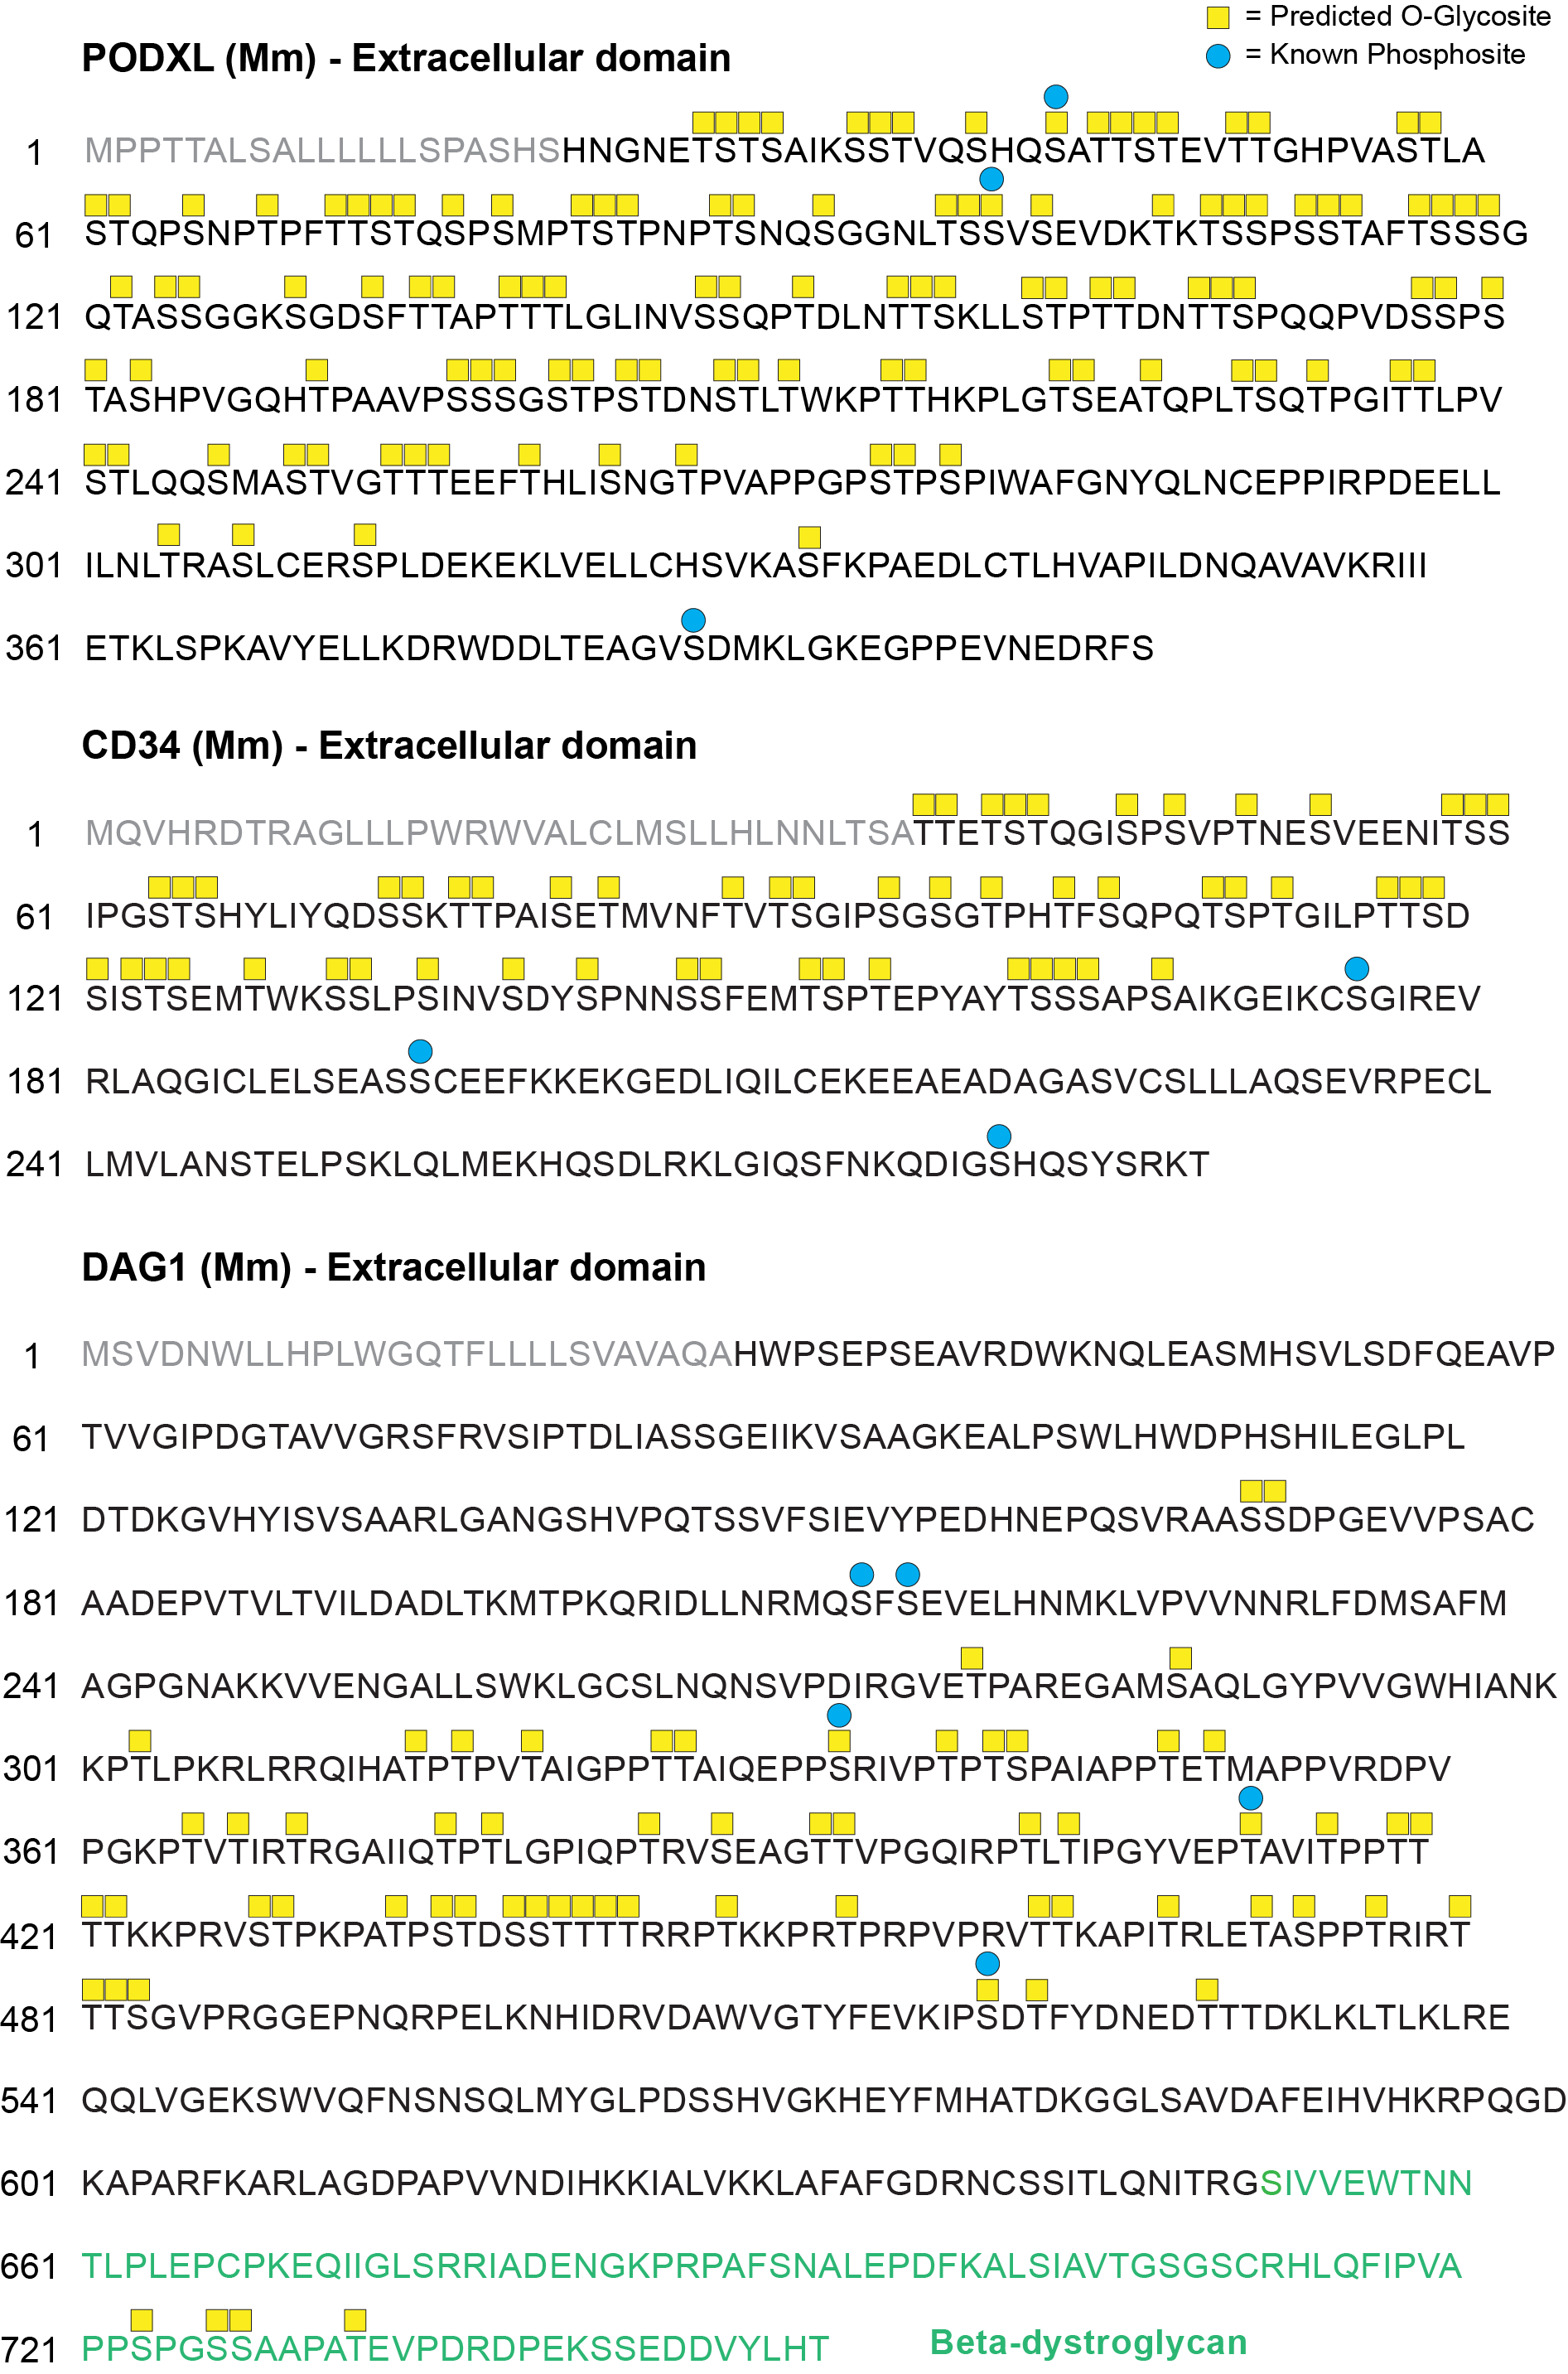
**

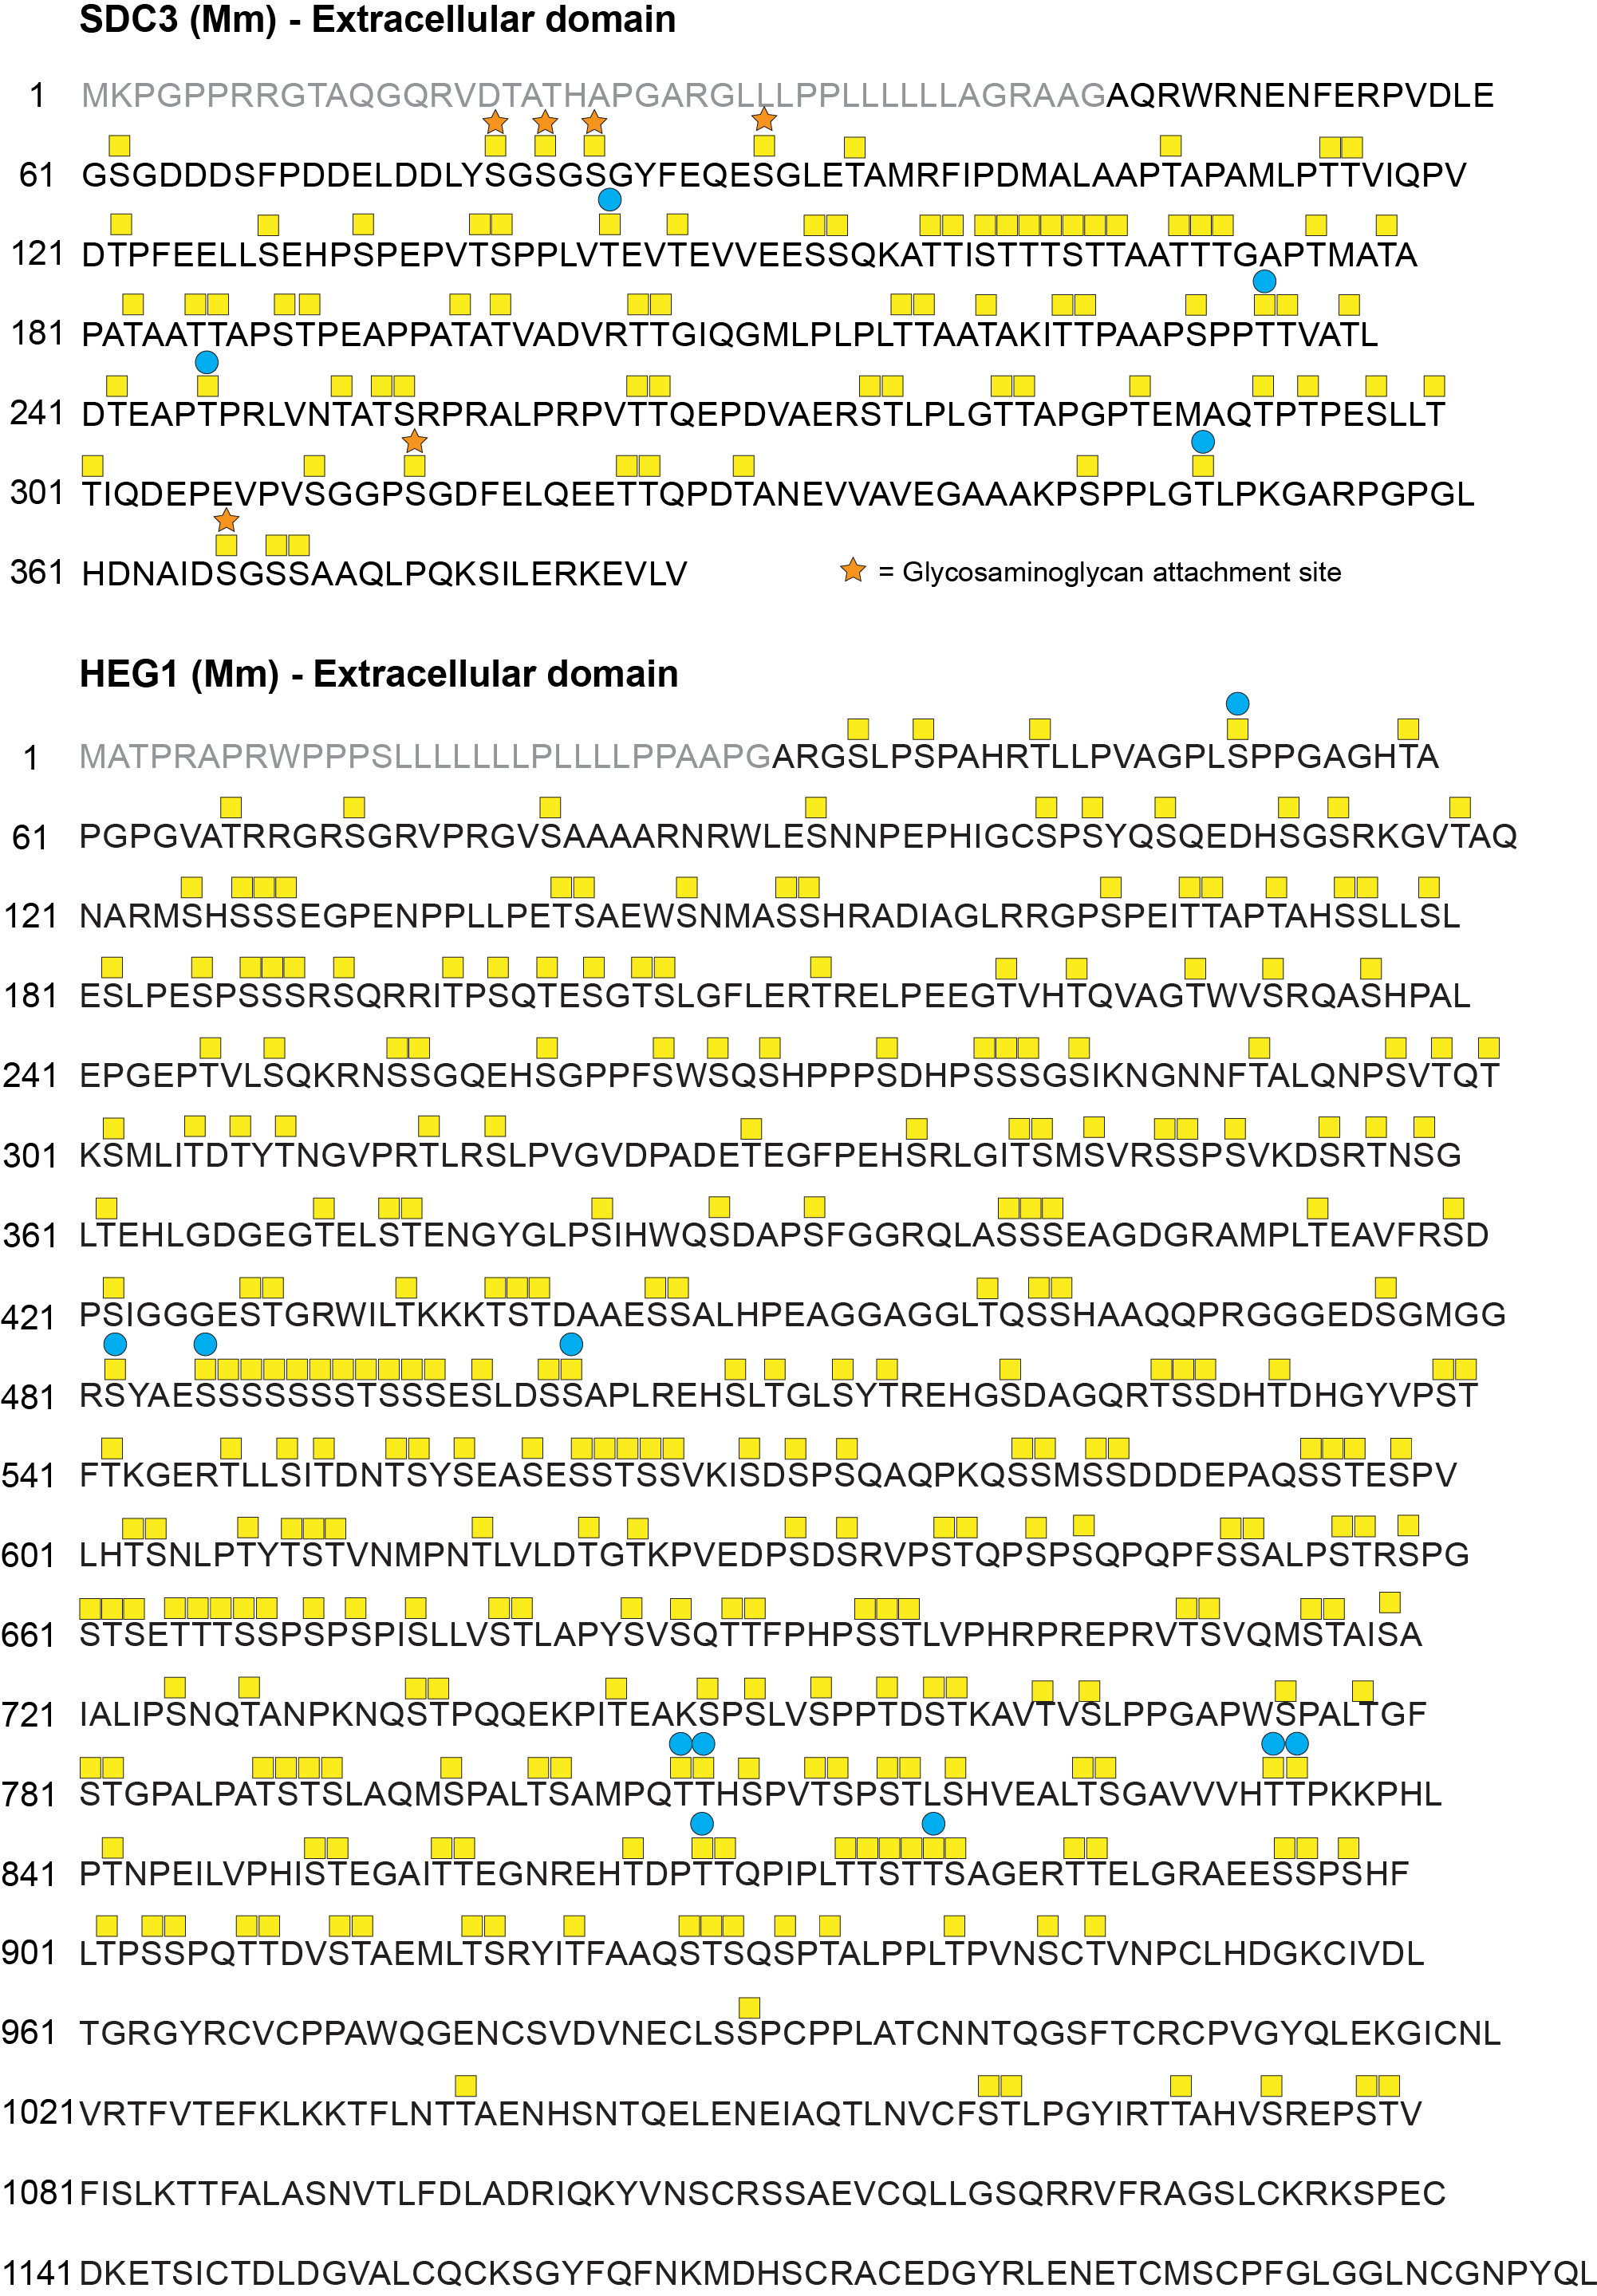

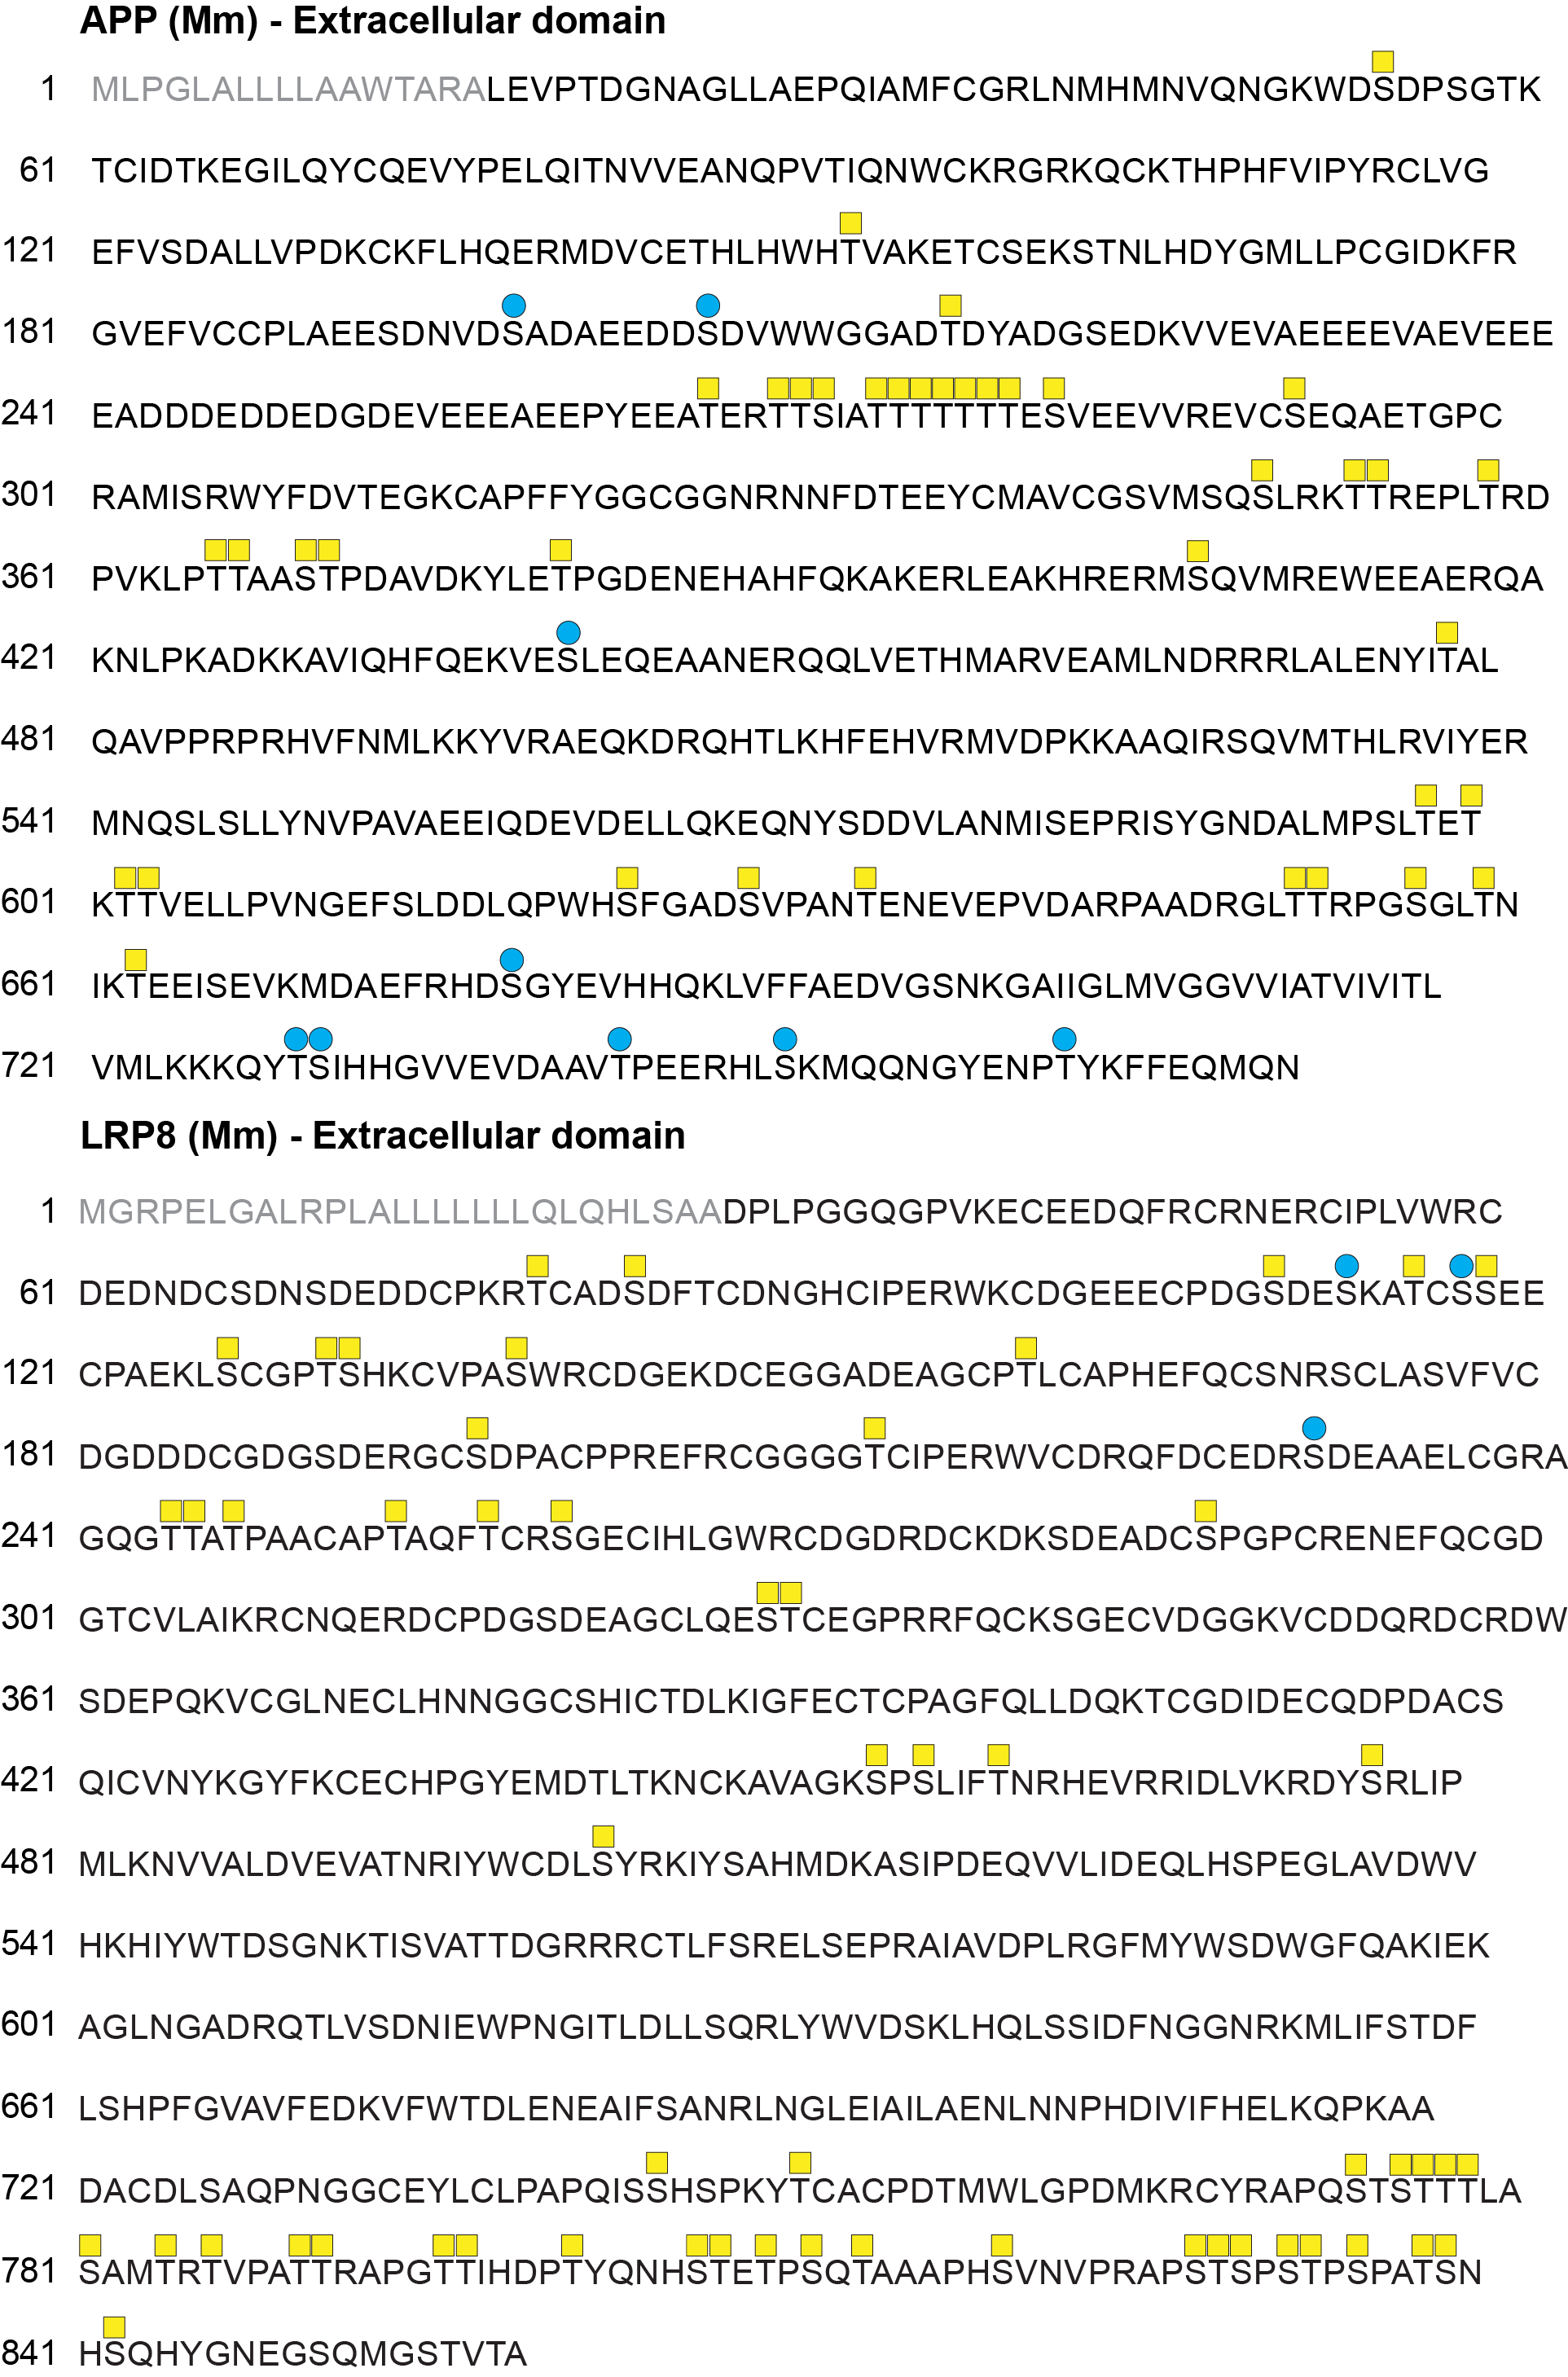

**Supplementary Figure 1. Examples of brain endothelial mucin-domain glycoproteins.**

Annotation of predicted O-glycosites^5^ (yellow squares) and known phosphosites^6^ (blue circles) in the extracellular domains of various mucin-domain glycoproteins expressed in brain endothelial cells. **Supplementary Figure 2.**

**
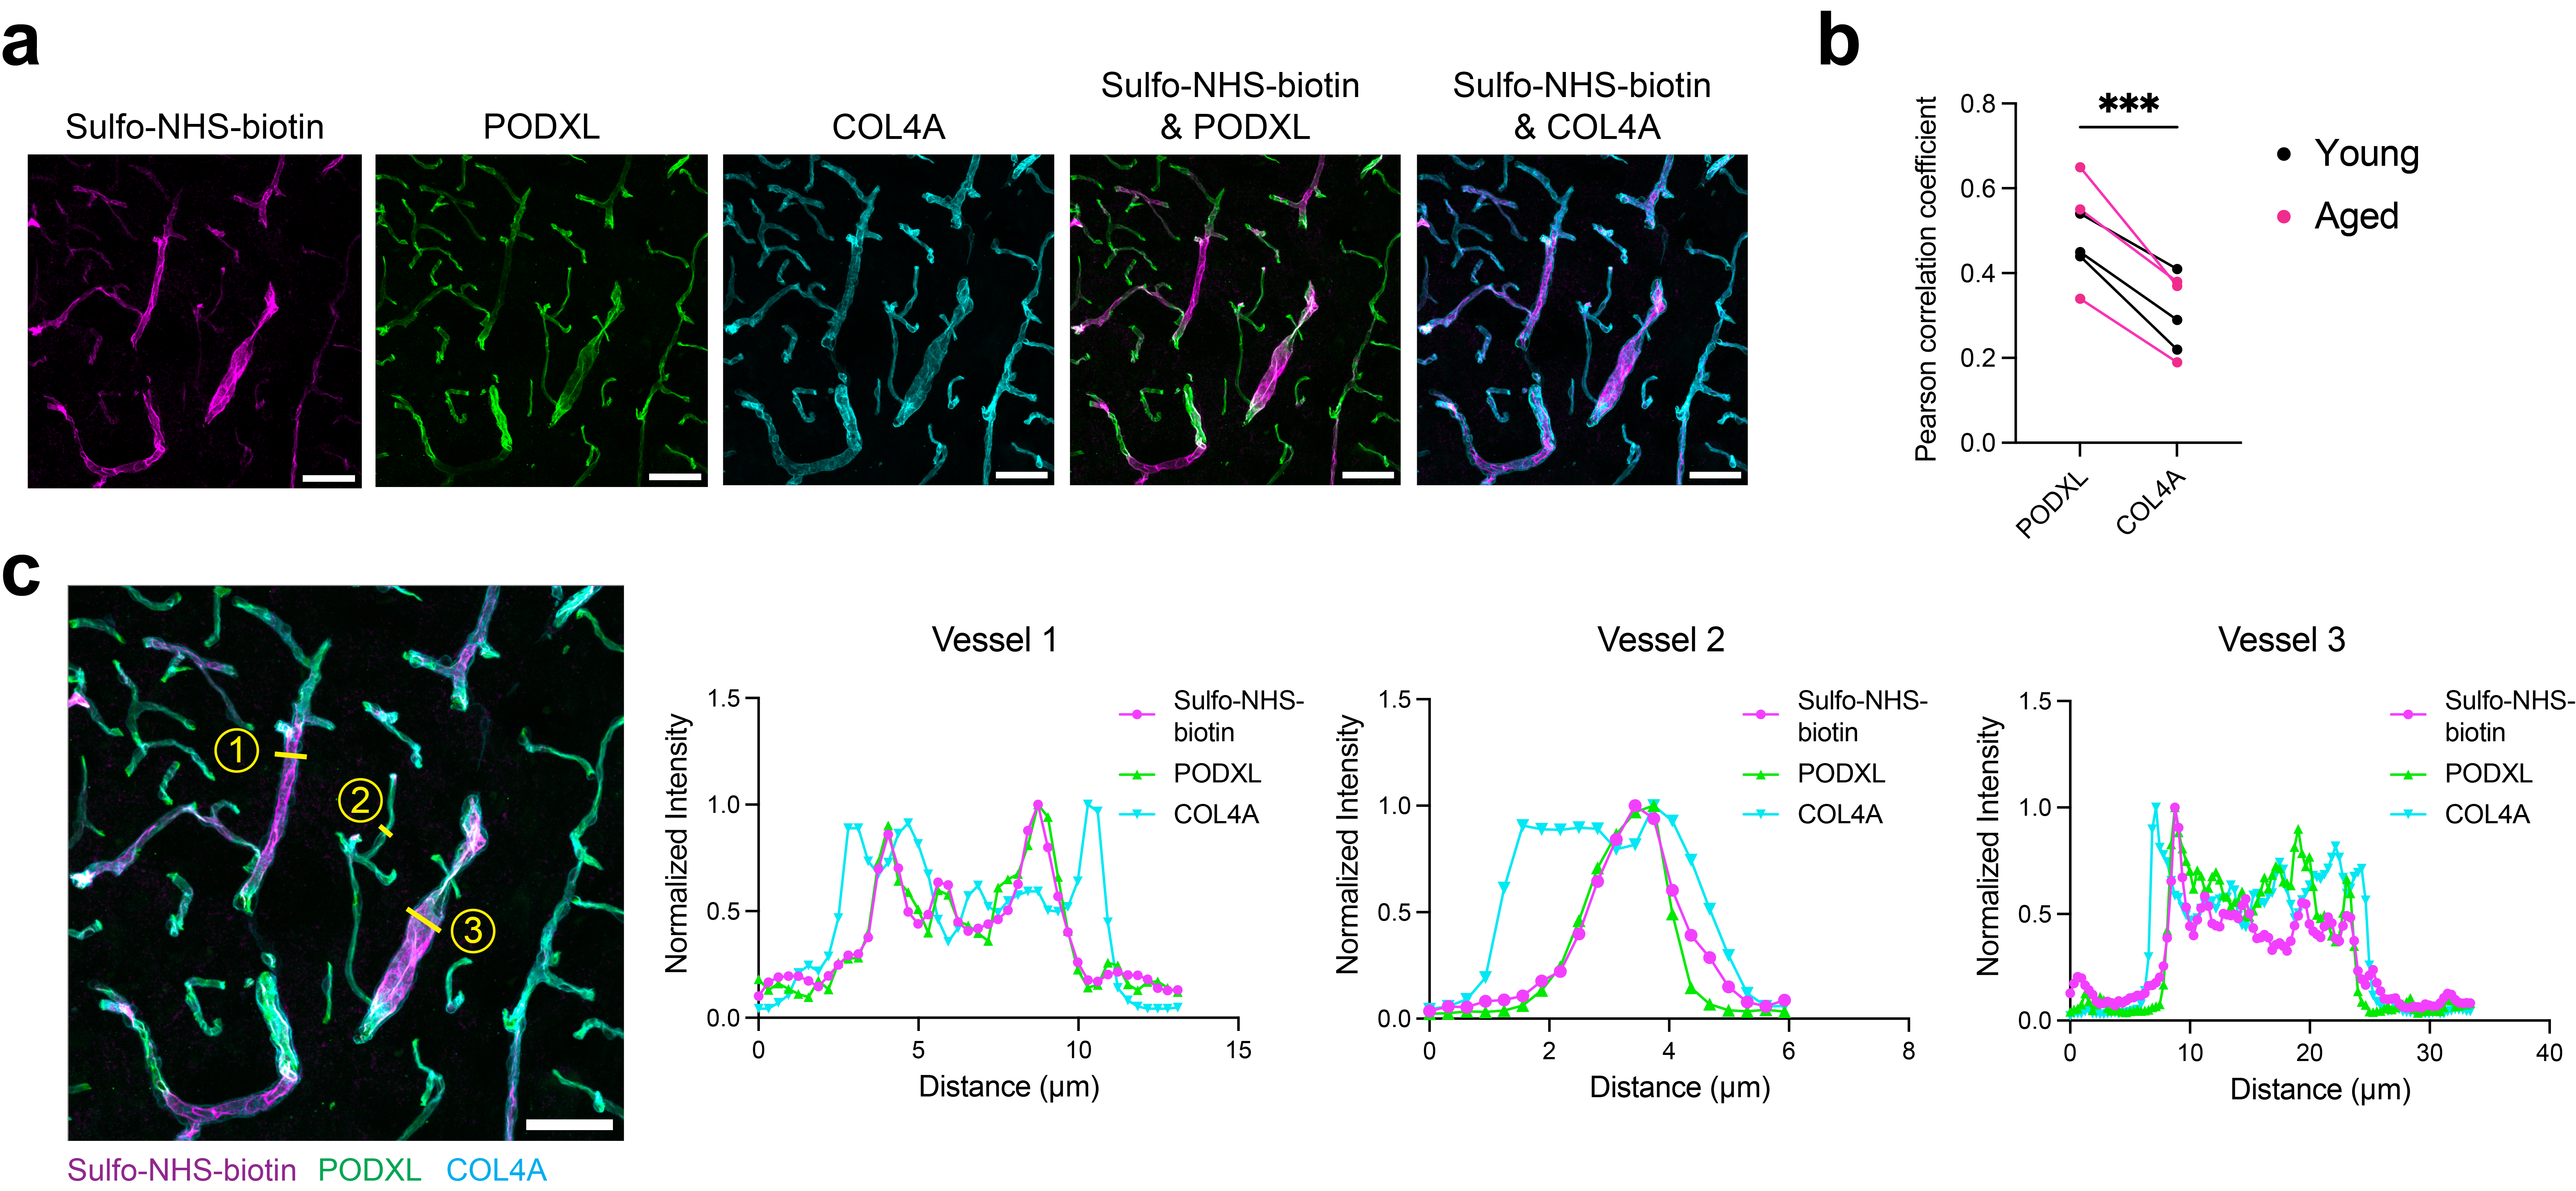
**

**Supplementary Figure 2. Luminally enriched cerebrovascular labeling via sulfo-NHS-biotin perfusion in young and aged mice.**

1. Sulfo-NHS-biotin, PODXL (luminal marker), and COL4A (basement membrane marker) labeling in the cortex of an aged animal used in the luminal cerebrovascular proteomics experiment. Scale bar = 20 µm.
2. Quantification of sulfo-NHS-biotin colocalization with PODXL and COL4A via Pearson correlational analyses (n=3 mice per group; two-sided paired t-test; mean ± s.e.m.).
3. Marker intensity profiles across three vessels showing spatial correlation between sulfo-NHS-biotin, PODXL, and COL4A. Yellow labels indicate where intensity profiles were taken in representative image from aged animal. Scale bar=20 µm.

**Supplementary Figure 3.**

**b**

**a**

**
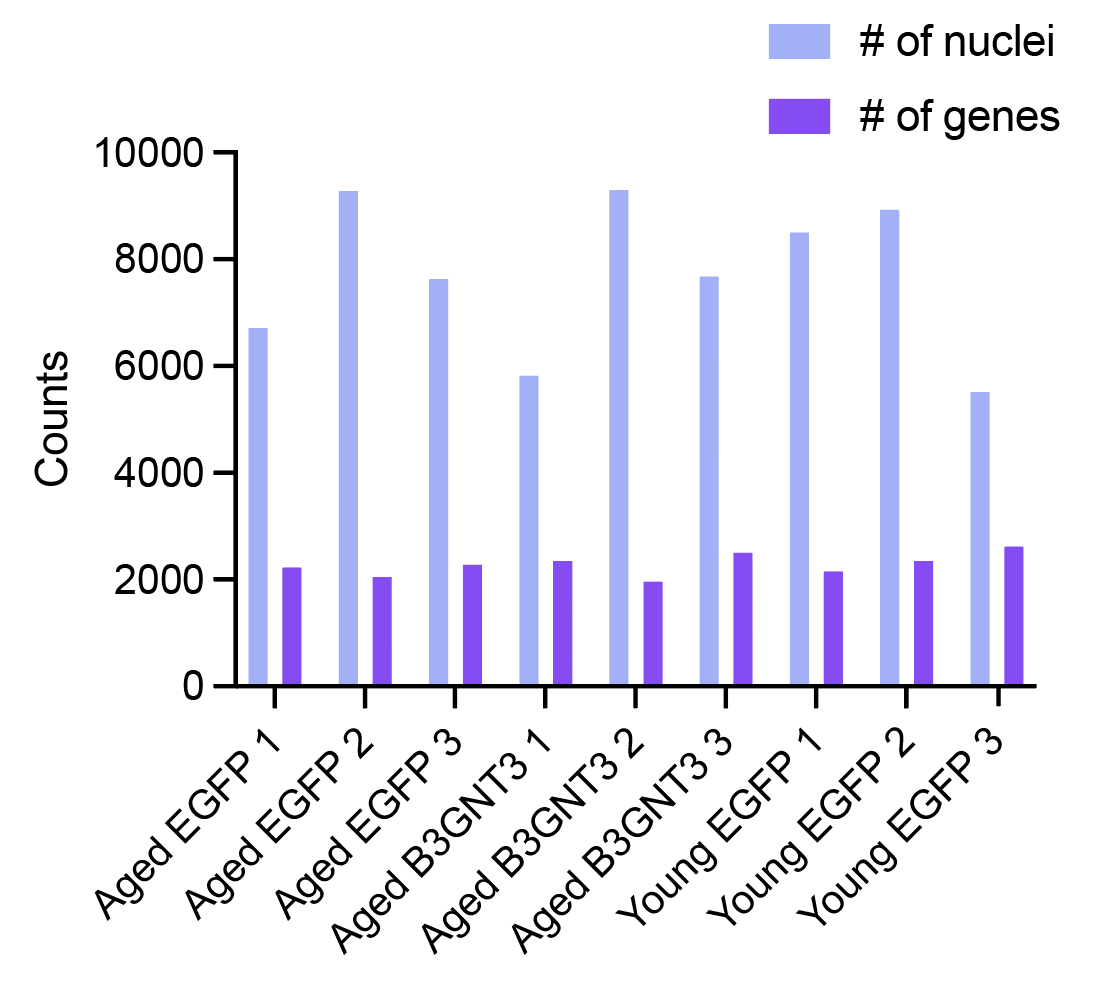
** ****

**c**

**d**

**Supplementary Figure 3. Quality control measures of snRNA-seq samples**

1. Summary of number of nuclei and genes per sample (n=3 animals per group).
2. Violin plots of the number of unique genes identified per nuclei in each experimental group.
3. Violin plots of the number of RNA counts per nuclei in each experimental group.
4. Violin plots of the percentage of mitochondrial transcripts per nuclei in each experimental group.

**Supplementary Figure 4.**

**a**

**
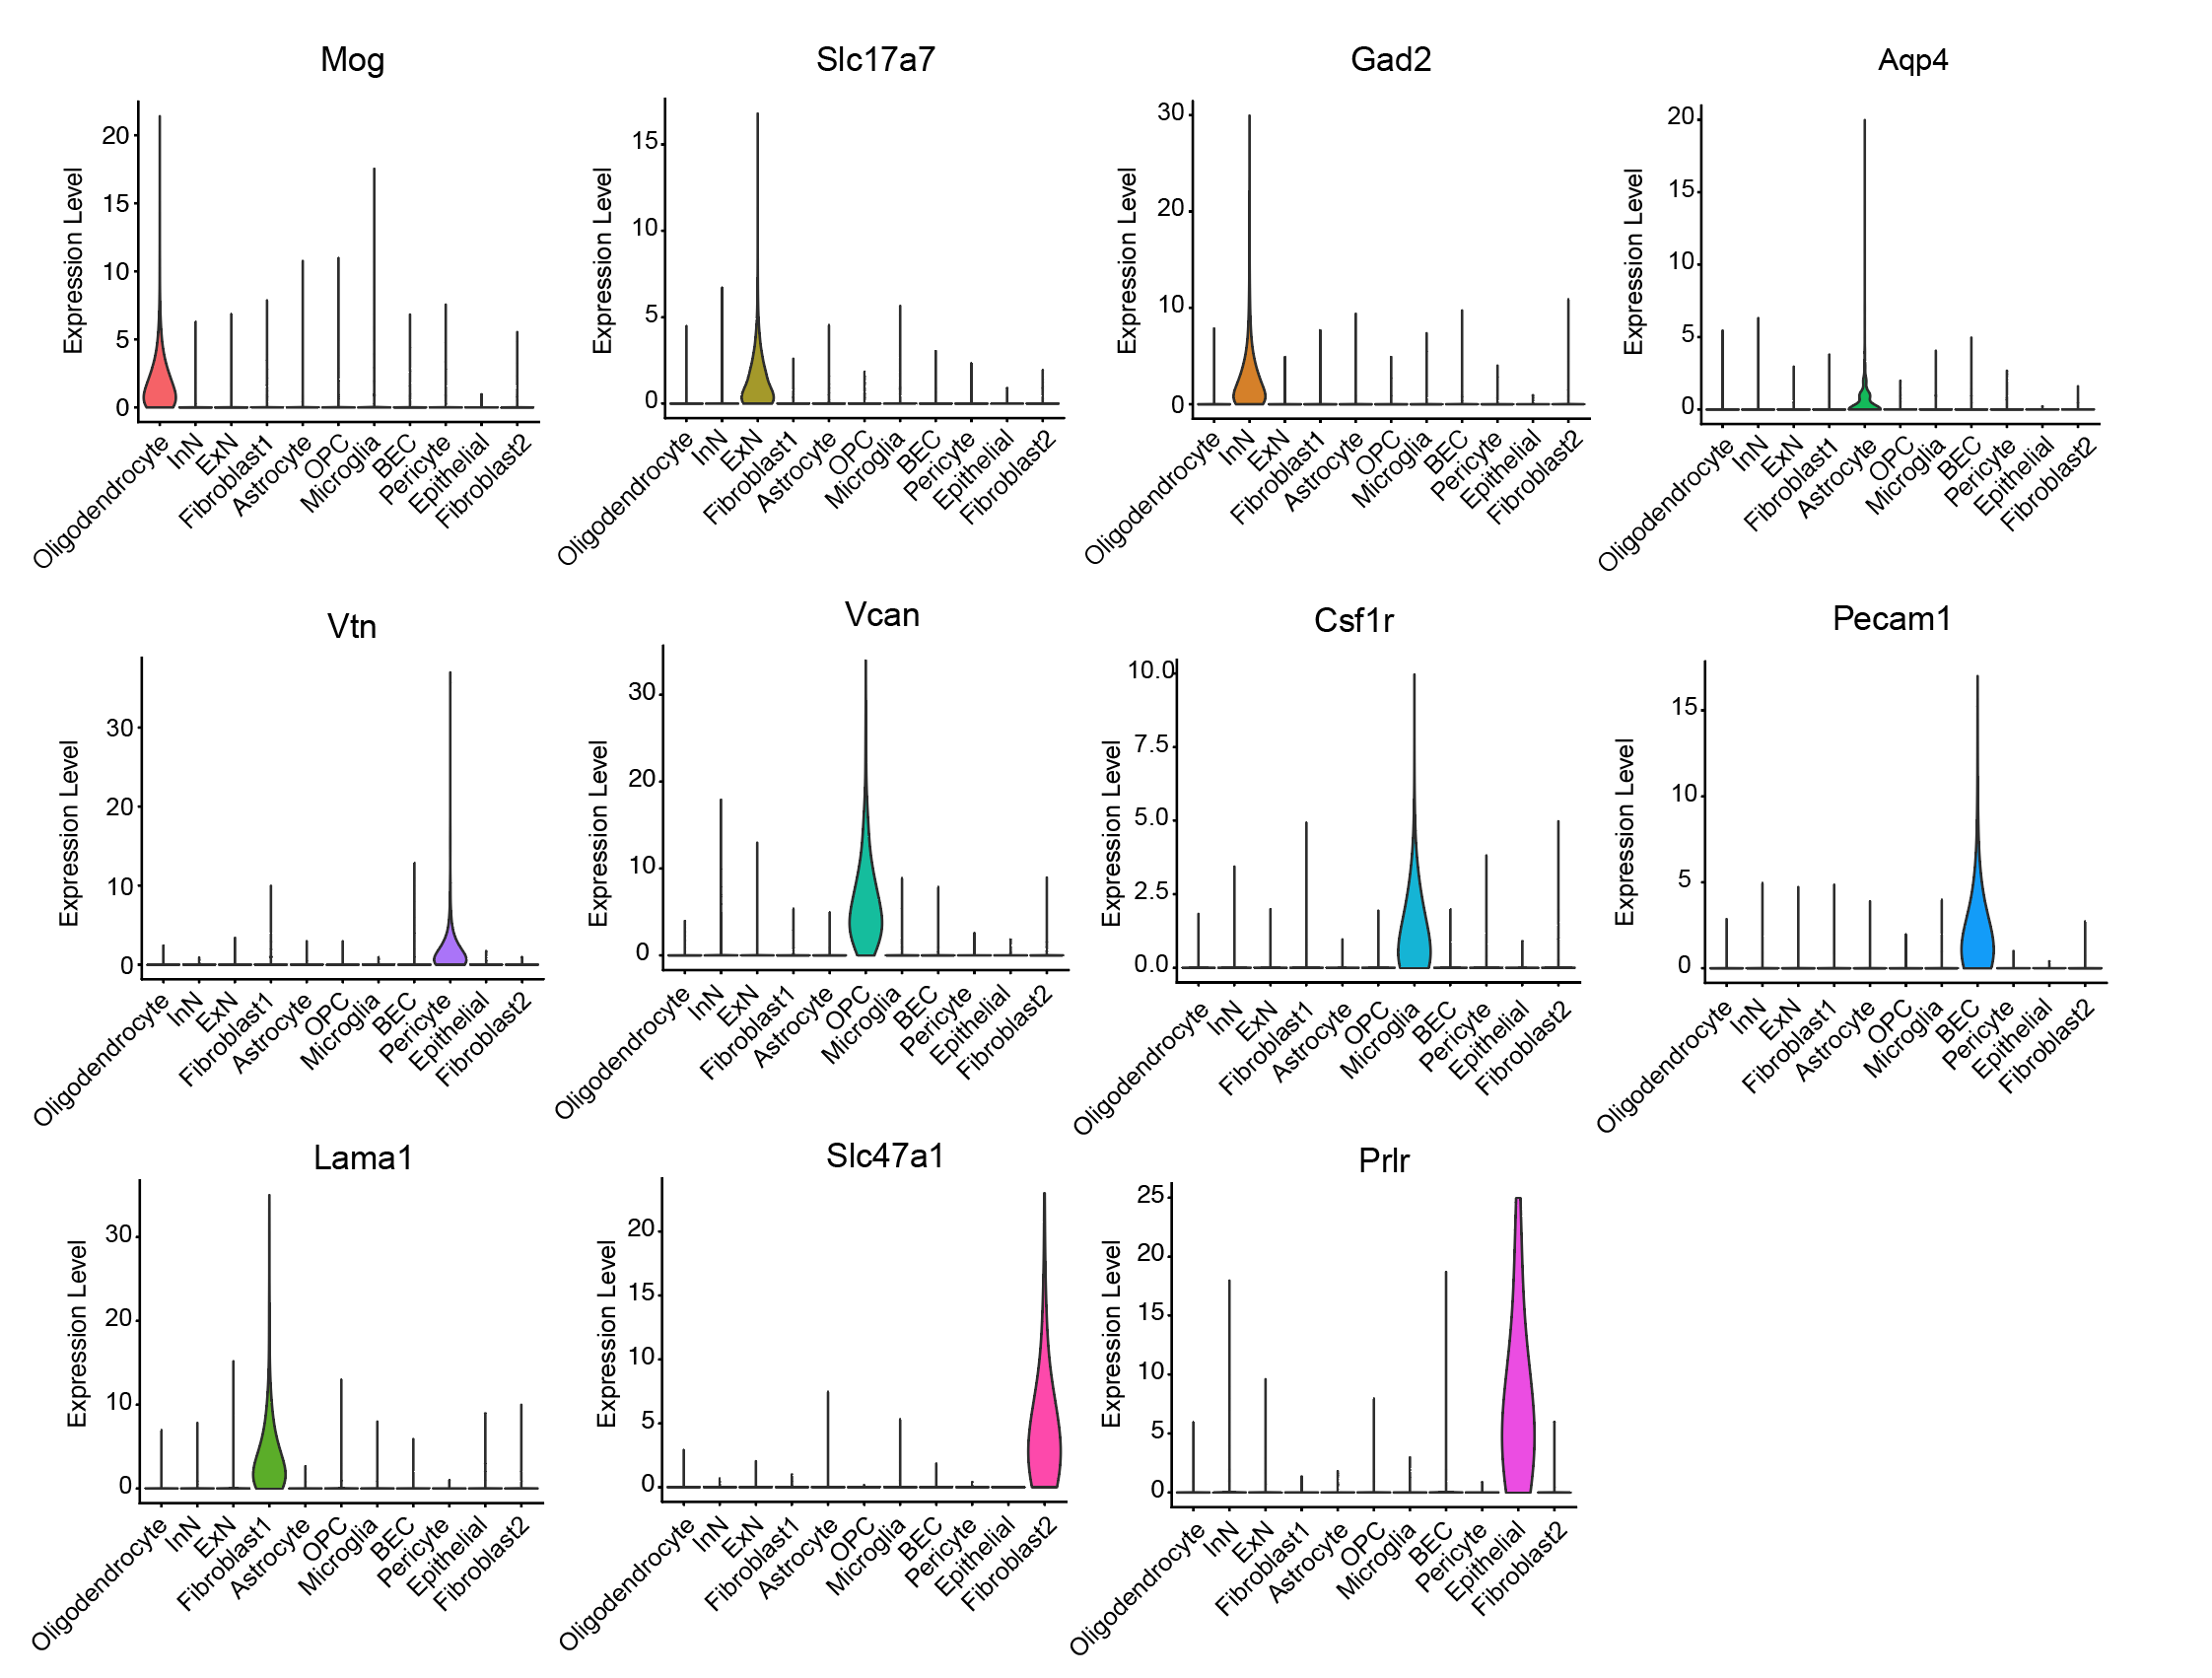
**

**Supplementary Figure 4. Expression of cell markers in each major cell type cluster.**

a) Violin plots of cell marker expression in each major cell type cluster based on log normalized counts.

**References:**

1. Reitsma, S., Slaaf, D. W., Vink, H., Van Zandvoort, M. A. M. J. & Oude Egbrink, M. G. A. The endothelial glycocalyx: Composition, functions, and visualization. *Pflugers Arch. Eur. J. Physiol.* **454**, 345–359 (2007).
2. Reed, M. J. *et al.* Microvasculature of the Mouse Cerebral Cortex Exhibits Increased Accumulation and Synthesis of Hyaluronan With Aging. J. Gerontol. A. Biol. Sci. Med. Sci*.* **72** (2017).
3. Nardis C. D. *et al.* Recombinant Expression of the Full-length Ectodomain of LDL Receptor-related Protein 1 (LRP1) Unravels pH-dependent Conformational Changes and the Stoichiometry of Binding with Receptor-associated Protein (RAP). *JBC* **292** (2017).
4. Anggara, K. *et al.* Direct observation of glycans bonded to proteins and lipids at the single-molecule level. *Science* **382** (2023).
5. Steentoft, C. *et al.* Precision mapping of the human O‐GalNAc glycoproteome through SimpleCell technology. *EMBO J.* **32** (2013).
6. Hornbeck, P. V. *et al.* PhosphoSitePlus, 2014: mutations, PTMs and recalibrations. *Nucleic Acids Res.* **43** (2015).

How the deposited data were processed for this re-analysis (not part of the article)

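Bulk RNA-seq was analysed for 10 samples of bEnd.3 cells, 5 given saline (replicates 1, 2, 3, 4 and 5) and 5 given 5 nM StcE (replicates 1, 2, 3, 5 and 6) for 16 h. The authors aligned trimmed paired-end reads to GRCm38, tested genes with DESeq2 and deposited FPKM values, with 1 column per sample, for 27024 rows with a gene name. A further 22874 rows were empty. No row was 0 in every sample, and 12 gene names stood on more than 1 row, which were kept as separate rows. The counting program and annotation release are not named in the paper's text.

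The deposited FPKM were compared with whole fragments. Gene lengths were taken as the union of exons in GENCODE vM21, and the value of 1 fragment in each sample was estimated from 6428 single-exon genes. Of the values above 0, 96.3% were then whole fragments, and 10445 of the 11003 matched genes with a mean FPKM of at least 1 (94.9%) were whole in every sample. The recovered fragments per sample ranged from 21864482 to 33147178. The scale of each sample followed the median-of-ratios size factor and not the total, so the authors' FPKM had been normalised between samples before they were deposited. Intervals and floors from fragments cover counting error only. At this depth, between 489 and 988 fragments per sample lay behind *Tgfb2*, the least expressed of the 9 genes the paper names.

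Genes with a mean FPKM of at least 1 over all 10 samples (11062 genes) were tested on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend), with the condition as the sole term and Benjamini-Hochberg adjustment. The differences of single genes were also tested with exact two-sided permutation tests over 252 arrangements of the samples. Lists of genes were tested with limma's camera (inter-gene correlation 0.01), with Benjamini-Hochberg adjustment over the lists, and beside it with fry and with camera at an estimated correlation. The means of the selenoprotein and LXR lists without the genes that had raised the question were also tested by exact permutation, a test added after the results were seen. The first 11 lists, the rule for the genes named in the text and the first group of alternatives, all given here, were fixed before the data were examined, except that the FPKM per sample of the most highly expressed genes, at the top of the supplementary table, had been seen. These included *mt-Co1*, *mt-Cytb* and *mt-Nd1* of the mitochondrially encoded list, and *Gm23935*, but none of the 9 genes the paper names. The 11 lists were selenoproteins, antioxidant enzymes without selenium, NRF2 targets, TGFβ and BMP signalling, endothelial identity and vascular development, tight and adherens junctions, mucin-type O-glycan biosynthesis, mucin-domain glycoproteins and proteoglycans (both from Supplementary Table 1), endotoxin response and mitochondrially encoded genes. A further 5 lists were written after the results were seen, for cholesterol biosynthesis, sterol-regulated genes outside that pathway, fatty acid synthesis, LXR targets and the unfolded protein response.

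By the rule, the genes named in the text are the 9 genes the paper names for this experiment, genes of proteins that the paper measured or manipulated in bEnd.3 cells or StcE-treated mice, and the 5 largest changes in each direction among genes past the threshold whose groups did not overlap. The result of 1 gene that falls under the rule is not reported here. *Sumo2*, *Gm23935*, *Sephs2*, *Lrp8* and other members of gene lists named in the closing section fall outside the rule and were chosen after their values were seen.

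The procedure was tested on simulated data for 11062 genes with the real means and spreads, of which 200 were changed. It called 111 of the 200 at a log2 change of 0.2, 193 at 0.5 and 200 at 1, with 8, 8 and 7 false calls, and made 0 calls when no gene was changed. Transcripts of the named genes were searched with BLAST 2.17.0 for copies of at least 95% identity over at least 150 bases in other genes. Of the 9 genes the paper names, *Tgfbr2* had such a copy over 2.13% of its transcript, and the others had none.

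The first group of alternatives was a pseudocount of 0.1, a mean FPKM minimum of 0.1, no filter, scaling by the median ratio, eBayes without trend, eBayes with trend and robust, array weights, the replicate number as a block, each sample left out in turn, fry, camera with an estimated correlation, and the lists without the genes the paper names. Those chosen after seeing the data were scaling by the total of recovered fragments, scaling by the upper quartile, removal of each sample's trend over GC content and length, limma's voom on the recovered fragments, and the 8 samples of the blocked fit without the block. Results that compare groups across all genes were also recomputed for 100 of the 126 ways to split the 10 samples into 5 and 5. GC content and length were known for 99.4% of the tested genes.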

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

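The tests on genes of lipid synthesis, on GC content, length and depth and on scaling by total fragments were chosen after the results were seen, the last in place of a scaling by the median ratio that moved next to nothing, while those on endotoxin and on other splits for the number of genes past the threshold were chosen before.

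Outside the genes the paper's main text names, genes of cholesterol synthesis and *Insig1*, a sterol-regulated gene outside that pathway, were among the largest increases past the threshold. By log2 fold change, large increases past the threshold without overlap between groups were those of *Cyp51* (1.57), *Msmo1* (1.49), *Insig1* (1.46) and *Idi1* (1.41), with limma adjusted p from 6.2e-11 for *Msmo1* to 4.6e-10 for *Cyp51* and *Idi1*. *Cyp51* rose from 6.44 ± 0.507 FPKM (SD, n = 5) with saline to 21.1 ± 0.450 (SD, n = 5) with StcE, and for each of these 4 genes all 5 StcE samples lay above all 5 saline samples (exact two-sided permutation test, p = 0.00794, the smallest p that the design allows). Of the 19 tested enzymes of cholesterol biosynthesis, 18 were higher past the threshold and 0 lower, with a mean log2 fold change of 0.84 (camera adjusted p = 3.6e-41, fry adjusted p = 1.1e-10). The mean was 0.58 over 7 sterol-regulated genes outside the pathway (5 higher and 1 lower past the threshold) and 0.40 over 11 genes of fatty acid synthesis (8 higher and 0 lower), and all 3 lists stayed past the threshold under fry and with an estimated correlation.

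Several technical explanations for the increase were tested. Of 100 splits of the 10 samples, 1, the real one, gave as small a camera p for the cholesterol biosynthesis list. The list was written after the real comparison had been seen, which favoured the real split from the start. The count of splits therefore cannot decide whether chance was the cause. Near-identical copies in other genes covered 4.22% of the transcript of *Cyp51*, 7.11% of *Msmo1*, 7.01% of *Insig1* and 33.3% of *Idi1*. The gene behind the share of *Cyp51*, *Akap9*, also overlaps 3.76% of the exon length of *Cyp51* on the opposite strand. That share therefore need not be a copy elsewhere. The 10 enzymes with no near-identical copy in another gene and no overlapping gene had a mean log2 fold change of 0.62, and 9 of them were higher past the threshold, so shared reads were not the whole cause. Scaling by the total of recovered fragments gave a mean of 0.84 for the list, and removing the trends over GC content and length also gave 0.84. What stays open is whether the increase follows from mucin cleavage. There were 0 samples given an inactive enzyme preparation, so an effect of the enzyme preparation other than mucin cleavage cannot be told apart from it. A fall in the sterol content of the cells could raise these genes and would lower genes induced through LXR. The tested LXR targets had a mean log2 fold change of -0.21 (camera adjusted p = 0.0179), but *Abca1* had been seen before that list was written. Without it, the mean of the other 5 genes was -0.094, with p = 0.0986 from camera, which sets them against all other genes, p = 6.3e-04 from fry and p = 0.0159 from an exact two-sided permutation test of their mean. The tests part, and this explanation stays open. The list of the unfolded protein response had members past the threshold in both directions, 3 higher and 2 lower (camera adjusted p = 0.668), which leaves that response open too.

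Among the largest decreases, *Selenow* (log2 fold change -1.10), *Abca1* (-0.77) and *Cyp1b1* (-0.53) are not named in the paper's main text. Extended Data Fig. 8 was not searched for them. *Abca1* fell from 4.03 ± 0.514 to 1.98 ± 0.503 FPKM (SD, n = 5 each) and *Cyp1b1* from 3.06 ± 0.356 to 1.81 ± 0.162. For the 1320 genes past the threshold as a whole, 1 of 100 splits of the samples, the real one, gave as many calls, and the other splits gave at most 1 call. Scaling by total fragments shared 1225 of the calls, removal of the trends over GC content and length 1192, and thinning of each sample's fragments to the smallest total 1107 of the 1248 calls that could be tested that way, with no sign changed in any of these. Scaling, GC content, length and depth were therefore not the whole cause of the calls. Endotoxin carried with the recombinant enzyme stays open. The methods state that StcE was passed through endotoxin removal columns and that endotoxin levels were tested. The paper's main text gives no level. The list of endothelial endotoxin response genes was not shifted up (camera adjusted p = 0.995), but 3 of its 21 members were higher and 2 lower past the threshold.

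A sample stood apart from its group in 4 of 68 groups examined, where chance gives about 3.4. *Tie1* was at 125.9 FPKM in saline replicate 5 against 135.4 to 139.0 in the other saline samples, *Tjp1* at 30.2 FPKM in StcE replicate 1 against 33.2 to 34.3, and *Cldn5* at 267.1 FPKM in StcE replicate 2 against 320.3 to 335.5. *Gm23935*, a short gene annotated as a microRNA with the highest mean FPKM of all genes, was at 62348 FPKM in saline replicate 1 against 30208 to 38217 in the other saline samples. No biological explanation was tested for these samples, since the design gives none within a group.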

How the results depend on the processing

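Scaling by total fragments or the upper quartile, removal of the trends over GC content and length, voom, and the 8 samples without the block were chosen after the results were seen, and the other alternatives before. The 9 genes the paper names were lower after StcE in all 207 refits (23 alternatives for each gene) and past the threshold in 203 of them. In the other refits *Tgfbr2* was not past the threshold without a filter, nor were *Tie1*, *Tgfbr2* and *Txnrd1* with the replicate block. The planned median ratio scaling changed next to nothing, because the deposited FPKM already carry it, and it therefore says nothing about scaling. With the added scalings, the share of lower genes among the calls was 53.7% as deposited, 48.5% with total fragments and 49.5% with the upper quartile.

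The number of genes past the threshold was 1320 and moved by over 1.5 times, in total or in 1 direction, under the following alternatives. Without a filter, which tests 27024 genes, it was 801 (409 lower, 392 higher). Across the 10 fits that each left out 1 sample it was 793 to 1255, with 409 to 667 lower and 384 to 588 higher, the lowest being without StcE replicate 3, and it was 838 (428 lower) without saline replicate 1. With the replicate number as a block, over the 8 samples with numbers 1, 2, 3 and 5, it was 349 (162 lower, 187 higher). The same 8 samples without the block gave 885 (452 lower, 433 higher), so part of the fall came with fewer samples. The replicate numbers did not pair the samples. The correlation of deviations from the group means was -0.0966 to 0.0538 over the 4 same-numbered pairs and -0.179 to 0.131 over the 21 other pairs. With the block, adjusted p was 0.0733 for *Tie1*, 0.124 for *Tgfbr2* and 0.0583 for *Txnrd1*. None of the 1320 genes changed sign under any alternative that tested it.

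The ranks of the scavenger genes shifted with the pseudocount. With 0.1, *Selenoh* was at rank 5 and *Gpx1* at rank 11 by log2 fold change, and voom on the recovered fragments put *Gpx1* at rank 8. *Selenoh* was at rank 1 by log2 fold change with the replicate block and in the same 8 samples without it. *Txnrd1* by statistic was at rank 114 with eBayes without trend, 189 with the replicate block and 150 in those 8 samples without the block. Across the fits that left out 1 sample, *Gpx1* was at ranks 4 to 5 by log2 fold change and 1 to 2 by statistic, *Selenoh* at 1 to 3 in both orders, and *Txnrd1* at 622 to 827 by log2 fold change and 31 to 107 by statistic. The cause was not tested.

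Of the gene lists, the selenoproteins (mean log2 fold change -0.19) were past the threshold except with an estimated correlation (mean -0.19, adjusted p = 0.251) and without the genes the paper names (mean -0.074, adjusted p = 0.270). Endothelial identity and vascular development (mean -0.10) was not past it with an estimated correlation (mean -0.10, adjusted p = 0.507). The mitochondrially encoded list (mean 0.078) was not past it with fry (0.078), an estimated correlation (0.078), array weights (0.054), total fragments (0.087) or the trends over GC content and length removed (0.019), and LXR targets (mean -0.21) were not past it with an estimated correlation (-0.21) or voom (-0.23). Several lists passed it in alternatives only. TGFβ and BMP signalling did so with a minimum of 0.1 (-0.067), no filter (-0.067), the replicate block (-0.081) and its 8 samples without the block (-0.081), tight and adherens junctions with a minimum of 0.1 (-0.048) and no filter (-0.039), and proteoglycans with the replicate block (-0.13) and its 8 samples (-0.13). Lists whose mean lay close to 0 changed sign without passing the threshold. Antioxidant enzymes without selenium had -5.2e-04 with a minimum of 0.1 and -3.7e-04 without a filter, the endotoxin response 0.0048 with a minimum of 0.1, 0.0056 without a filter and 0.0031 with total fragments, and NRF2 targets 0.0043 with total fragments.

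Leaving out 1 sample moved the list means as follows. The range was -0.20 to -0.18 for selenoproteins, -0.12 to -0.090 for endothelial identity, -0.073 to -0.048 for TGFβ and BMP signalling, -0.051 to -0.033 for junctions, -0.13 to -0.086 for proteoglycans, 0.062 to 0.12 for mitochondrially encoded genes, -0.0020 to 0.0193 for antioxidant enzymes without selenium, -0.0102 to 0.0011 for NRF2 targets, -0.0162 to 0.0077 for the endotoxin response and 0.83 to 0.85 for cholesterol biosynthesis. TGFβ and BMP signalling passed the threshold without saline replicate 4 or StcE replicate 6, junctions and proteoglycans without StcE replicate 6, and the mitochondrially encoded list failed it without saline replicate 3 or 5 or StcE replicate 1 or 2. The cause was not tested. Near 0, *Sele* changed sign in 3 of these fits (range -0.0117 to 0.0248) and with GC content and length removed (-7.1e-04), and *Cldn5* without saline replicate 5 (range -0.0049 to 0.0825). Over the 31 genes under the rule and all alternatives, 25 of 712 refits lost the threshold and 2 gained it. At a log2 change of 0.2, 55.5% of the changed genes in the simulated data were called. Genes with changes of this size or smaller can therefore be missed with 5 samples per group. The simulated data had 200 changed genes, against 1320 calls in the real data. The 55.5% is thus not a measure of the share found in these samples.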

Other observations

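The tests on other splits of the samples for gene lists and on a receptor gene and the exact test of the selenoprotein mean were chosen after the results were seen, and the other tests on selenoprotein and antioxidant genes before.

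The genes of proteins that the paper measured or manipulated elsewhere moved in different ways in these bEnd.3 samples. *Cldn5*, whose protein the paper reports as lower in microvessels of StcE-treated mice, was at 309.6 ± 19.8 FPKM (SD, n = 5) with saline and 315.4 ± 27.5 (SD, n = 5) with StcE, a log2 fold change of 0.024 (limma adjusted p = 0.842). *Cav1* fell from 652.5 ± 11.9 to 541.2 ± 9.74 FPKM, a log2 fold change of -0.27 (limma adjusted p = 1.4e-05), while *Cltc* did not change past the threshold (log2 fold change -0.033, limma adjusted p = 0.517). *Tjp1* (log2 fold change -0.22, limma adjusted p = 0.00309), *Dag1* (-0.20, adjusted p = 0.0229) and *Pecam1* (-0.11, adjusted p = 0.0425) were lower. With each sample left out in turn, *Dag1* was past the threshold in 7 of 10 fits and *Pecam1* in 2. Of the adhesion molecules, *Vcam1* was lower (log2 fold change -0.41, limma adjusted p = 0.00287), and *Icam1* (-0.071), *Sele* (0.0038) and *Selp* (-0.071) were not past the threshold. *C1galt1* (0.067), *B3gnt3* (-0.067), *Podxl* (-0.039) and *Cd34* (-0.067, limma adjusted p = 0.0526) were not either.

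As lists, endothelial identity and vascular development genes were lower (mean log2 fold change -0.10 over 42 genes, 17 lower and 1 higher past the threshold, camera adjusted p = 2.7e-06, fry adjusted p = 0.00916). However, 7 of 100 splits of the samples gave as small a camera p, the real one and 6 others, of which 4 kept 4 of the 5 saline samples together. The list was not past the threshold with an estimated correlation, so whether it shifted as a whole stays open. The 17 lower members were past the threshold as single genes, where other splits gave at most 1 call over all genes. For selenoproteins (mean -0.19 over 19 genes, 7 lower and 1 higher, camera adjusted p = 0.00160), 1 of 100 splits, the real one, gave as small a camera p. That list holds *Gpx1*, *SelH* and *Txnrd1*, which the paper names as lower in this experiment. The splits were not repeated without them, so this count is not independent evidence for the other members. Camera adjusted p was 0.0951 for TGFβ and BMP signalling (mean -0.060), tight and adherens junctions (-0.042) and proteoglycans (-0.11), 0.292 for mucin-type O-glycan biosynthesis (-0.035) and mucin-domain glycoproteins (-0.037), and 0.681 for NRF2 targets (-0.0046). The mitochondrially encoded list was higher (mean 0.078 over 12 genes, camera adjusted p = 0.0383), and 20 of 100 splits gave as small a p.

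Whether the lower *Gpx1*, *SelH* and *Txnrd1* belong to a wider change was tested. A change shared by antioxidant genes in general is argued against by the antioxidant enzymes without selenium, of which 0 of 19 were lower and 1 higher past the threshold (camera adjusted p = 0.995), and by the NRF2 targets, of which 2 were lower and 4 higher. A change shared by selenoprotein genes stays open. Without the 3 genes, 16 selenoprotein genes had a mean log2 fold change of -0.074, with 4 lower and 1 higher past the threshold. Their median was -0.022, and *Selenow* had by far the largest decrease (-1.10). The mean therefore leans on that gene and does not show a shift spread over the list. For these 16 genes camera, which sets them against all other genes, gave p = 0.123, fry gave p = 0.00451 and an exact two-sided permutation test of their mean p = 0.00794, the smallest it can give. The tests part, and members went both ways. The 4 were *Selenow*, *Selenop*, *Selenon* and *Selenom*, and the member higher past the threshold was *Sephs2* (0.68, limma adjusted p = 3.2e-08), which encodes an enzyme of selenium metabolism.

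A hypothesis that would join lower selenoprotein genes to higher cholesterol biosynthesis genes is a loss of uptake through receptors with mucin-like domains, which StcE could cut. *Lrp8*, a receptor gene in Supplementary Table 1, was expressed at 7.71 ± 0.546 FPKM (SD, n = 5) with saline and 9.83 ± 0.504 (SD, n = 5) with StcE (log2 fold change 0.32, limma adjusted p = 0.00158), so the hypothesis is not excluded by absence of the gene. RNA does not show whether the protein was cut, and the hypothesis was not tested further.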
